# Enhanced Functional Recovery from Spinal Cord Injury in Aged Mice after Stem Cell Transplantation through HGF Induction

**DOI:** 10.1016/j.stemcr.2017.01.013

**Published:** 2017-02-16

**Authors:** Morito Takano, Soya Kawabata, Shinsuke Shibata, Akimasa Yasuda, Satoshi Nori, Osahiko Tsuji, Narihito Nagoshi, Akio Iwanami, Hayao Ebise, Keisuke Horiuchi, Hideyuki Okano, Masaya Nakamura

**Keywords:** aging, spinal cord injury, neural stem cell transplantation

## Abstract

The number of elderly patients with spinal cord injury (SCI) is increasing worldwide, representing a serious burden for both the affected patients and the community. Previous studies have demonstrated that neural stem cell (NSC) transplantation is an effective treatment for SCI in young animals. Here we show that NSC transplantation is as effective in aged mice as it is in young mice, even though aged mice exhibit more severe neurological deficits after SCI. NSCs grafted into aged mice exhibited better survival than those grafted into young mice. Furthermore, we show that the neurotrophic factor HGF plays a key role in the enhanced functional recovery after NSC transplantation observed in aged mice with SCI. The unexpected results of the present study suggest that NSC transplantation is a potential therapeutic modality for SCI, even in elderly patients.

## Highlights

• Aged mice exhibited more severe neurological deficits after SCI than young mice
• Grafted NSCs showed better survival in aged mice
• Aged mice exhibited enhanced functional recovery after NSC transplantation
• HGF was essential for efficient functional recovery in aged mice with SCI

## Introduction

In the United States, approximately 12,000 patients are newly diagnosed with spinal cord injury (SCI) annually (Sahni and Kessler, 2010). Patients with SCI often develop permanent and devastating neurologic deficits and disabilities that may impose major burdens on themselves and society. Although approximately half of SCIs occur in adolescents and young adults between the ages of 16 and 30 years, the number of patients over 60 years with SCI has increased in recent years (Pickett et al., 2006, van den Berg et al., 2010). It is thus important to develop a better understanding of the pathophysiology of SCI in elderly patients and to provide improved therapeutic options for these patients.

Due to the poor regenerative capacity of the CNS, there are few treatment options for SCI, and these options yield only modest clinical benefits at best. However, emerging data suggest that cell transplantation (TP) therapies represent a potential therapeutic intervention for SCI. We and others have shown that cell TP into animals with SCI significantly improves neuronal defects and stimulates functional recovery (Barnabe-Heider and Frisen, 2008, Mothe and Tator, 2012, Nakamura and Okano, 2012). While the precise mechanisms underlying the beneficial effects of cell TP to the injured spinal cord are not fully understood, potential mechanisms include the replacement of lost cells, neuroprotection and trophic support, and the facilitation of axon outgrowth (Sahni and Kessler, 2010). Although the results of previous studies appear promising and may serve as a basis for future clinical applications, most of them have been performed using relatively young animal models. Thus, even though the number of elderly patients with SCI is currently on the rise, few studies have focused on the pathophysiology of SCI and the efficacy of cell TP therapy in aged animals. In general, the regenerative capacity of damaged tissues, including those of the CNS, declines with age, so even if cell TP therapy proves effective for younger patients with SCI, it may have only limited efficacy, or may not even be applicable, for aged patients.

To address these issues, we examined the efficacy of neural stem cell (NSC) TP in aged mice with SCI. Our results show that aged mice have the capacity to support the survival and differentiation of grafted cells and do so even more efficiently than younger mice. Furthermore, we identified hepatocyte growth factor (HGF) as a crucial factor in this enhanced functional recovery of aged mice. Taken together, our results shed light on the pathophysiology of SCI in aged animals and suggest that cell TP represents a potentially effective therapy for both young and elderly patients with SCI.

## Results

### Aged Mice Exhibit Distinct Gene Expression Patterns after SCI

We first sought to better understand how aging affects SCI and the recovery from neurological deficits caused by SCI. Contusion SCIs were induced by an impactor at the Th9 level in young (2- to 3-month-old) and aged (15- to 18-month-old) mice (Table S1). In accordance with previous studies (Genovese et al., 2006, Siegenthaler et al., 2008), the aged mice exhibited less functional recovery from SCI than the young mice, as assessed by evaluations of locomotor function based on Basso Mouse Scale (BMS) scores (Basso et al., 2006), a locomotor rating scale based on the frequency analyses of seven locomotor categories, and rotarod treadmill tests (Figures 1A and 1B). Five weeks after SCI, 80% of the young mice were able to partially support their body weight on their back paws, whereas 90% of the aged mice could barely move their legs. Furthermore, the mortality rate after SCI was significantly higher in the aged than in the young mice (Figure 1C). Histological analyses of spinal tissue collected 9 days after SCI revealed that the volumes of the damaged areas was significantly larger in the aged mice than in the young mice (Figure 1D). In addition, there were few neurofilament 200 (NF200)-positive cells in the lesion epicenters in the aged than in the young mice.

To gain insight into the differences in the effects of SCI between young and aged mice at the molecular level, we next investigated the gene expression profiles of the spinal cords in both groups 9 days after SCI (sub-acute phase); this time period is thought to be the optimal time window for cell TP therapy (McDonald et al., 1999, Okada et al., 2005). 

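Gene expression was measured in spinal cord segments at the Th9 level from 4 groups of 3 female C57BL/6J mice each: young intact, aged intact, young injured and aged injured. The young mice were 2 to 3 months old and the aged mice 15 to 18 months old, and the injured cords were taken 9 days after a contusion at Th9. A segment holds neurons, glia, meninges and vessels and, after SCI, cells that entered from the blood, so each signal is a mean over all of these cells. RNA of each mouse was hybridized to 1 GeneChip Mouse Genome 430 2.0 array, which gives 12 arrays. The authors converted the scanned images to signal intensities with the MAS 5.0 algorithm, which corrects the background and scales each array, and the deposited values are linear signals with a trimmed mean of 100 on every array. Of 45101 probes, 34958 were paired with 1 gene, 932 with several and 9211 with none, and only the first of these are named here, as 18194 genes. The share of probes with a signal above 50, the cutoff of the study, was 35.05% to 36.73% per array, and the median signal was 20.4 to 23.9.

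For the tests, each gene was represented by its probe of highest mean signal, and the 10511 genes with a mean signal above 50 in at least 1 of the 4 groups were kept. Their log2 signals were fitted with limma, with 1 mean per group, so that all 12 arrays share an estimate of the spread of each gene. A gene is called higher or lower at a Benjamini-Hochberg adjusted p under 0.05. On data simulated for the comparison of aged with young injured cord over 10511 genes, this fit recovered 34.3% of 67 genes changed by 0.5 on the log2 scale, 83.6% of 67 changed by 1 and 95.5% of 66 changed by 2, with 7 false calls among 10271 unchanged genes. The real aged injured arrays differed more among themselves (mean distance 77.1) than the young injured ones (42.3). These simulated rates therefore need not hold for the real comparison. Lists of genes for cell types and functions were fixed before the data were examined and tested with camera, which compares the genes of a list with all others under a preset correlation of 0.01. Where a group mean lies under 50, a fold is given as "at least", with that group set to 50, and no fold is given where both lie under 50; a fitted log2 value given for such a gene is no measure of a fold. The scaling, the cutoff on signal and the arrays that share an estimate of the spread are the choices that could change the numbers, and the number of arrays limits the precision.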

Principal component analysis (PCA) revealed significant differences in the gene expression profiles between the young and aged mice (Figure 1E). In contrast, control animals without SCI exhibited similar expression patterns regardless of age, indicating that aging did not significantly affect the regulation of gene expression in the spinal cord. 

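Injury separated the arrays far more than age did. Over the log2 signals of 18590 probes with a mean signal above 50 in at least 1 group, the first principal component carried 87.6% of the variance and placed all intact cords at scores of -85.6 to -73.5 and all injured cords at 42.0 to 143. The second component carried 4.32%. The mean distance between injured and intact cords was 151 in young and 181 in aged mice, against 70.6 between aged and young injured cords and 45.7 between aged and young intact cords. The aged injured cords differed widely among themselves. Replicate 1 lay at 143 on the first and 49.3 on the second component, replicate 2 at 64.6 and -12.9, and replicate 3 at 88.3 and -2.31. The mean distance within the aged injured group was 77.1, larger than that between the ages, and it was 42.3 within the young injured, 37.6 within the aged intact and 36.1 within the young intact group. The distance between the ages divided by the mean distance within groups was 1.18 after SCI and 1.24 in intact cord. In an exact permutation test of the age labels, which counts the splits with a ratio at least as large and gives the same ratio when the ages are swapped, each gave p = 0.1, the smallest that 3 mice against 3 allow, so these distances cannot reach a p under 0.05. With 1 injured array left out, the ratio after SCI was 1.07, 0.995 and 1.04 without young injured replicates 1, 2 and 3 and 1.20, 1.57 and 1.35 without aged injured replicates 1, 2 and 3.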

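Lgals3 and Mpeg1, genes of activated microglia and macrophages, were higher in aged than in young intact cord, and the collagen gene Col3a1 was lower. Lgals3, which encodes the lectin galectin-3, had a mean signal of 319 ± 35.5 in aged and 52.9 ± 8.26 in young mice (SD, n = 3 each), a log2 fold change of 2.60 (standard error 0.15, adjusted p = 2.29e-05 from limma). Mpeg1, which encodes a pore-forming protein, had 393 ± 44.3 in aged and 144 ± 0.400 in young mice (SD, n = 3 each), with a log2 fold change of 1.44 (standard error 0.10, adjusted p = 5.76e-05). Col3a1, a fibrillar collagen, had a lower signal in aged mice, at 325 ± 118 in aged and 754 ± 70.4 in young mice (SD, n = 3 each), with a log2 fold change of -1.27 (adjusted p = 0.0230). This call ended without young intact replicates 1, 2 and 3 and aged intact replicates 1 and 3 (adjusted p of 0.0714 to 0.125). Of 10511 genes, 85 were called, 57 higher and 28 lower in aged mice. The 3 arrays of one age all lay above those of the other for each of the 85, which held for 25.5% of all genes tested and holds for 10% by chance.

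Of 37 genes of macrophages and microglia, 13 were higher and none was lower (27 higher when adjusted over the list alone), with a median log2 fold change of 0.67. They included Ctss, a lysosomal protease, at 1839 ± 19.8 in aged and 979.8 ± 52.1 in young mice (SD, n = 3 each), and Aif1, which encodes IBA1, at 132 ± 10.6 in aged and 58.5 ± 7.41 in young mice (SD, n = 3 each). Of 15 antigen presentation genes, 3 were higher and none was lower (12 higher when adjusted over the list alone), among them B2m, the invariant chain of MHC class I, with a log2 fold change of 0.75 (adjusted p = 6.27e-04). H2-Aa, an MHC class II gene, passed too (adjusted p = 0.0192), and its call ended without young intact replicates 1, 2 and 3 and aged intact replicates 1 and 2 (adjusted p of 0.0548 to 0.0896). Of 15 complement genes, 5 were higher and none was lower (7 higher and 1 lower when adjusted over the list alone), among them C1qa, C1qb and C1qc, the subunits of C1q, with log2 fold changes of 0.86, 1.10 and 0.84. Of 26 reactive astrocyte genes, 6 were higher and none was lower (12 higher when adjusted over the list alone), among them Serpina3n, a protease inhibitor, at least 1.65-fold. Of 13 genes of homeostatic microglia, 1 was higher (7 when adjusted over the list alone), namely the receptor gene Gpr34 (adjusted p = 0.0161), and the list had a median log2 fold change of 0.46. The call of Gpr34 ended without young intact replicates 2 and 3 and aged intact replicates 1 and 3 (adjusted p of 0.0574 to 0.0899). Camera gave these 5 lists adjusted p values from 1.18e-33 to 2.57e-06, but adjusted p = 0.138 to 0.149 with an estimated correlation, so none of these calls holds with it. With fry, which asks whether the genes of a list move one way on balance, their adjusted p values were 0.00925 to 0.0119.

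With 1 array left out, the 13 higher macrophage and microglia genes became 7 without young intact replicate 3, and 8 without aged intact replicate 2, the 3 antigen presentation genes 1, 1 and 1 without young intact replicates 1, 2 and 3, 1 and 1 without aged intact replicates 1 and 2, and 7 without aged injured replicate 1, and the 5 complement genes 3, 3 and 3 without young intact replicates 1, 2 and 3, 3 and 3 without aged intact replicates 2 and 3, and 3 without young injured replicate 1. The 6 reactive astrocyte genes became 2 and 2 without young intact replicates 1 and 3, 2, 3 and 3 without aged intact replicates 1, 2 and 3, and 3 without aged injured replicate 3, and the 1 homeostatic microglia gene 0 and 0 without young intact replicates 2 and 3, 0 and 0 without aged intact replicates 1 and 3, and 2 and 2 without aged injured replicates 1 and 3.

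Of 71 extracellular matrix genes, 6 were lower and none was higher (11 lower and 1 higher when adjusted over the list alone), and the median log2 fold change was -0.20 (camera, adjusted p = 1.79e-09, but adjusted p = 0.461 with an estimated correlation). The 6 lower genes became 1, 2 and 2 without young intact replicates 1, 2 and 3, 2, 3 and 2 without aged intact replicates 1, 2 and 3, 3 without young injured replicate 3, and 3 without aged injured replicate 3. Genes of the list called higher numbered 1 without young intact replicate 1. Igf1, which encodes a growth factor, was lower in aged mice, at 193 ± 48.4 in aged and 480.2 ± 22.5 in young mice (SD, n = 3 each), with an adjusted p of 0.00929, and its call ended without aged intact replicate 2 (adjusted p = 0.0529). Without aged intact replicate 2 the median of the complement list was 0.22, against 0.35, and without young intact replicate 3 that of the reactive astrocyte list was 0.24, against 0.36. Limma called 0 of the 34 synapse, 23 transmitter, 38 ion channel and 40 axon genes, of which 0, 0, 0 and 1 had an unadjusted p under 0.05, and 1 axon gene was called lower without aged injured replicate 1. Leaving out 1 intact array lowered the count of 85 to 37, 42 and 33 without young replicates 1, 2 and 3 and to 38, 36 and 42 without aged replicates 1, 2 and 3, and it was 217 without aged injured replicate 1, whose spread enters the fit. The higher genes numbered 32, 37 and 26, and the lower ones 5, 5 and 7, without young intact replicates 1, 2 and 3. Without aged intact replicates 1, 2 and 3 they numbered 30, 29 and 35 higher and 8, 7 and 7 lower. Over the intact arrays alone, limma called 494 genes, 83 of the 85 among them.

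**Figure D1:**
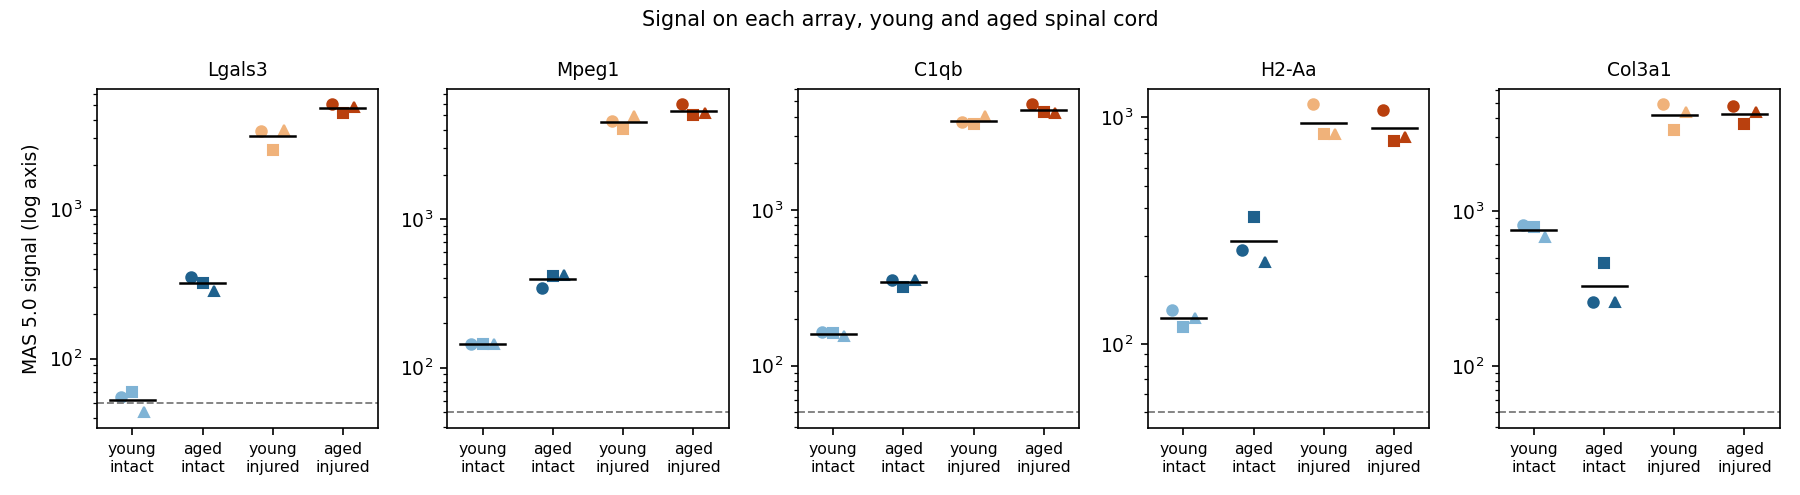
MAS 5.0 signals on each array (log axis) of Lgals3, Mpeg1, C1qb, H2-Aa and Col3a1 in the 4 groups of 3 mice, with circles, squares and triangles for replicates 1, 2 and 3, bars for group means and a dashed line at a signal of 50. In intact cord Lgals3 has a mean of 52.9 in young and 319 in aged mice, and Col3a1 has 754 and 325.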

There were also no significant differences in spinal cord sizes or BMS scores between the young and aged mice under normal conditions, except for the rotarod test, on which the aged mice performed worse than the young ones at higher rotation speeds (Figures S1A–S1D). Global gene expression profile analyses of the injured spinal cords revealed significant differences in the expression levels of 364 genes between the aged and young mice. Among these genes, 169 were downregulated and 195 were upregulated in the aged compared with the young mice. 

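Cd36, a scavenger receptor that takes up oxidized lipid, was higher in aged than in young injured cord, with a signal of 3440.4 ± 1058 in aged and 819 ± 273 in young mice (SD, n = 3 each). Gjb6, an astrocyte gap junction gene, was lower, with 347 ± 57.8 in aged and 800.1 ± 67.2 in young mice (SD, n = 3 each). By the cutoffs of the study, a mean signal above 50, taken here as in at least 1 of the 2 injured groups, and a ratio of group means above 2, 294 probes passed, 205 higher and 89 lower in aged mice, and with geometric means 389, 182 higher and 207 lower. Of these probes, 186 of the 205 higher and 82 of the 89 lower ones were paired with 1 gene. Those paired with 1 gene stood for 157 genes with a higher and 72 with a lower signal, of which limma also called 101 and 50. Limma, which sets each difference against the spread between mice rather than against a fold, called 945 of 10511 genes, 464 higher and 481 lower. For 943 of these the 3 arrays of one age all lay above those of the other, which held for 28.1% of all genes tested and holds for 10% by chance.

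Both counts hinged on single arrays. The 294 probes became 193, 100 higher and 93 lower, without aged injured replicate 1 and 878, 344 higher and 534 lower, without aged injured replicate 2. The 945 genes became 613, 3074 and 479 without aged injured replicates 1, 2 and 3, 297, 296 and 418 without young injured replicates 1, 2 and 3, and 607 and 596 without young intact replicates 1 and 2. With only the 6 injured arrays in the fit, limma called 0 genes and 1974 had an unadjusted p under 0.05, so each call between the injured groups rests on the spread shared with the intact arrays.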

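Among the genes higher in aged injured cord were Msr1, a macrophage scavenger receptor, and Igfbp3, a carrier of insulin-like growth factors, and among those lower were Igfbp2, another such carrier, and Rbp4, the carrier of retinol. Msr1 had a signal of 1219.9 ± 434 in aged and 356 ± 78.6 in young mice (SD, n = 3 each), with a log2 fold change of 1.75 (standard error 0.27, adjusted p = 0.00802 from limma). Igfbp3 had 278 ± 66.2 in aged and 81.8 ± 8.06 in young mice (SD, n = 3 each), with a log2 fold change of 1.74 (standard error 0.23, adjusted p = 0.00499). Pf4, a chemokine of platelets and macrophages, had a log2 fold change of 1.29 (adjusted p = 0.0138). F7, coagulation factor VII, was at least 3.58-fold higher (adjusted p = 0.0158), and its call ended without young injured replicate 2 (adjusted p = 0.0532).

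Igfbp2 had 295 ± 41.4 in aged and 1118 ± 289.8 in young mice (SD, n = 3 each), with a log2 fold change of -1.90 (standard error 0.19, adjusted p = 0.00195). Rbp4 had 169.7 ± 34.7 in aged and 589 ± 43.3 in young mice (SD, n = 3 each) and a log2 fold change of -1.81 (standard error 0.18, adjusted p = 0.00195). Cyp26b1, which degrades retinoic acid, was lower too, with a log2 fold change of -1.65 (adjusted p = 0.00195). Apoc1, an apolipoprotein gene, had 333 ± 102 in aged and 959.8 ± 165 in young mice (SD, n = 3 each), with a log2 fold change of -1.56 (adjusted p = 0.00587). Scn7a, a sodium channel gene, was at least 2.37-fold lower (adjusted p = 0.00541), and Rspo2, an enhancer of Wnt signalling, at least 1.76-fold (adjusted p = 0.00993). For each gene named here the 3 mice of one age lay above the 3 of the other. With only the injured arrays in the fit, none of these genes passed, with adjusted p values from 0.0526 to 0.139.

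Of 25 astrocyte genes, 9 were lower and none was higher (12 lower when adjusted over the list alone), with a median log2 fold change of -0.54, and -0.24 without aged injured replicate 1. Gja1, connexin 43, had 2197 ± 291 in aged and 3178 ± 148 in young mice (SD, n = 3 each), and Agt, angiotensinogen, 289 ± 111 in aged and 709.9 ± 58.6 in young mice (SD, n = 3 each). Of 28 oligodendrocyte and myelin genes, 2 were lower and none was higher (12 lower when adjusted over the list alone), namely Mal (adjusted p = 0.0139) and Fa2h (adjusted p = 0.0307), whose call ended without young injured replicates 1, 2 and 3 and aged injured replicate 3 (adjusted p of 0.0555 to 0.0942), with a median of -0.46, and -0.19 without aged injured replicate 1. Between the ages in intact cord this list already had a median of -0.18 (camera, adjusted p = 7.09e-06, but adjusted p = 0.658 with an estimated correlation), with 0 genes called by limma and 7 with an unadjusted p under 0.05, and camera did not call its interaction of age and injury (adjusted p = 0.186). Of 37 macrophage and microglia genes, 7 were higher and none was lower (14 higher when adjusted over the list alone), with a median of 0.39, and 0.25 without aged injured replicate 1. Of 24 genes of lipid handling and foamy macrophages, 9 were higher and 1 was lower (the same numbers when adjusted over the list alone), with a median of 0.43, and 0.29 without young injured replicate 2. The higher ones included Lpl, lipoprotein lipase, and Lipa, lysosomal acid lipase, with log2 fold changes of 0.83 and 1.00. Camera gave these 4 lists adjusted p values from 9.01e-08 to 1.61e-05, but adjusted p = 0.775 for each with an estimated correlation. With 1 array left out, the counts were 3 without young injured replicates 2 or 3 to 21 without aged injured replicate 2 for the lower astrocyte genes, 1 without young injured replicates 1, 2 or 3 or aged injured replicate 3 to 16 without aged injured replicate 2 for the lower oligodendrocyte genes, 2 without young injured replicate 2 or aged injured replicate 3 to 15 without aged injured replicate 2 for the higher macrophage genes and 3 without young injured replicate 2 or aged injured replicate 3 to 9 without aged injured replicate 2 for the higher foamy macrophage genes. The genes of these lists named here did not pass with only the injured arrays (adjusted p from 0.139 to 0.179).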

The downregulated genes were mostly involved in the regulation of synapse-, ion transport-, or axon-related functions, whereas upregulated genes were implicated in regulation of the cell cycle, cell stress responses, or maintenance of the extracellular matrix (Figure 1F). 

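Cell cycle genes were higher in aged than in young injured cord. Of 63 tested, 37 were higher in aged mice and none was lower (52 higher when adjusted over the list alone), with a median log2 fold change of 1.02. Ccnd1, cyclin D1, had a signal of 975 ± 157 in aged and 483 ± 31.4 in young mice (SD, n = 3 each), Pcna, the replication clamp, 2111 ± 493 in aged and 1262 ± 56.5 in young mice (SD, n = 3 each), and Mcm6, a subunit of the replicative helicase, 409.9 ± 143 in aged and 167 ± 21.7 in young mice (SD, n = 3 each). Camera gave an adjusted p of 1.23e-22, but adjusted p = 0.775 with an estimated correlation, and fry gave 0.0349. The 37 higher genes became 23 without young intact replicate 2, 10, 7 and 21 without young injured replicates 1, 2 and 3, and 17 and 14 without aged injured replicates 1 and 3. Taken by 1 probe per gene, that of highest mean signal, rather than by any probe, 137 genes passed the cutoffs of the study as higher and 61 as lower, and of the higher ones 36 were of this list (one-sided Fisher's exact test, adjusted p = 1.11e-50, over 9833 genes).

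Of 41 stress response genes, 1 was higher and 5 were lower (the same numbers when adjusted over the list alone), with a median log2 fold change of -0.13 (camera, adjusted p = 0.343), and -0.07 without aged injured replicate 1. The lower ones included Hspb8, a small heat shock protein gene, at 259.7 ± 20.4 in aged and 452 ± 14.5 in young mice (SD, n = 3 each). The 5 lower genes became 2, 3 and 1 without young injured replicates 1, 2 and 3, and 2 without aged injured replicate 3. The 1 higher gene became 0 without young injured replicate 2, and 3 and 0 without aged injured replicates 2 and 3. Of 71 extracellular matrix genes, 9 were lower and none was higher (11 lower and 2 higher when adjusted over the list alone), with a median of -0.02 (camera, adjusted p = 0.441). Matrix genes called higher numbered 1 without young intact replicate 1, 1 without aged intact replicate 1, 2 without young injured replicate 1, and 4 without aged injured replicate 2. The median was 0.11 without aged injured replicate 2, and it was -0.17 without aged injured replicate 1 and -0.16 without young injured replicate 2, where camera called the list lower (adjusted p = 0.00972 and 0.0142). Without aged injured replicate 2, 4 matrix and 3 stress response genes were called higher and 11 and 7 lower. The lower genes included Fmod, fibromodulin, with a log2 fold change of -1.21 (standard error 0.18, adjusted p = 0.00760), Omd, osteomodulin, at -1.30, Fbln5, fibulin-5, at -0.98, and Timp3, an inhibitor of matrix proteases, at -0.71 on the log2 scale. Among the genes past the cutoffs of the study that were higher, 3 of 71 matrix and 1 of 40 stress response genes were found (one-sided Fisher's exact test, adjusted p = 0.360 and 1), while 6 matrix genes were among the 61 lower ones (adjusted p = 7.66e-05, but 0.132 without aged injured replicate 2). Of 26 genes of wound response, acute phase and coagulation, 6 were among the higher ones (one-sided Fisher's exact test, adjusted p = 3.96e-05). That list had a median log2 fold change of 0.24 (camera, adjusted p = 0.117), and 0.099 without young injured replicate 2.

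Of 34 synapse genes, 2 were lower and 32 did not pass (none passed when adjusted over the list alone), with a median log2 fold change of -0.69. The lower ones were Lgi1 (adjusted p = 0.0445) and Stx1a, a syntaxin of vesicle fusion (adjusted p = 0.0464). The call of Lgi1 ended with any 1 array left out other than aged injured replicates 1 and 2 (adjusted p of 0.0646 to 0.119), and without the cutoff on signal and without a trend in the spread (adjusted p of 0.0533 to 0.0611). That of Stx1a ended with any 1 array left out other than aged injured replicate 2 (adjusted p of 0.0564 to 0.128), and without the cutoff on signal and without a trend in the spread (adjusted p of 0.0518 to 0.0665). Of 23 transmitter genes limma called 0, and 4 had an unadjusted p under 0.05, with a median of -0.71. Of 38 ion channel and transport genes, 1 was lower (1 when adjusted over the list alone), namely the bicarbonate transporter gene Slc4a10 (adjusted p = 0.0177), with a median of -0.73, and this call ended without aged injured replicate 3 (adjusted p = 0.0511). Of 40 axon and neurofilament genes, 1 was lower and 1 was higher (the same numbers when adjusted over the list alone), with a median of -0.73. The lower one was Ank2, an ankyrin (adjusted p = 0.0195), whose call ended without young injured replicates 1, 2 and 3 (adjusted p of 0.0515 to 0.0583), and the higher one Basp1, a growth cone gene, at 2638 ± 275 in aged and 1853 ± 193 in young mice (SD, n = 3 each). Nefh, which encodes the NF200 subunit, had 435 ± 319.6 in aged and 773 ± 161 in young mice (SD, n = 3 each) and did not pass (adjusted p = 0.143), but passed without aged injured replicate 2 (adjusted p = 0.0144) and with weights for the arrays (adjusted p = 0.0304). The weights were 0.132, 0.417 and 2.97 for aged injured replicates 1, 2 and 3. A fit with them therefore rests mainly on replicate 3 in that group. For these 4 lists camera gave adjusted p values from 1.45e-04 to 0.00273, but adjusted p = 0.775 for each with an estimated correlation. Their calls ended with 1 array left out: without aged injured replicate 1 the medians of the synapse, transmitter, ion channel and axon lists were -0.11, -0.01, -0.12 and -0.12, with camera adjusted p values of 0.281, 0.699, 0.289 and 0.0994, and without aged injured replicate 2 the medians were -1.12, -1.20, -1.15 and -1.08, with 24, 12, 26 and 24 genes lower. None of the 4 lists was enriched among the 61 genes past the cutoffs of the study that were lower (one-sided Fisher's exact test, adjusted p of 0.696 for axon and 1 for the others). Without aged injured replicate 2 each of them was, with 14, 10, 18 and 17 of 31, 20, 34 and 38 genes among 333 lower ones (adjusted p of 8.75e-17 to 2.96e-09). These overlaps rest on arithmetic group means. With geometric means 207 probes passed as lower, and their overlap with the lists was not tested. Of 5 genes of dorsal root ganglion neurons and 5 of motor neurons, limma called 0 and 0, of which 2 and 3 had an unadjusted p under 0.05, with medians of -1.32 and -1.04, -0.64 and -0.42 without aged injured replicate 1, and all 5 of each list called lower without aged injured replicate 2. Camera gave adjusted p = 0.0617 and 0.0617, and it passed for both without young injured replicate 1 (0.0261 and 0.0343), without aged injured replicate 2 (0.0135 and 0.00417), with quantile normalization (0.0486 and 0.0486) and with weights for the arrays (0.0478 and 0.0149). Among the 61 genes past the cutoffs of the study that were lower, 3 of 5 dorsal root ganglion genes were found (one-sided Fisher's exact test, adjusted p = 4.95e-05, but 0.171 without aged injured replicate 1, and 1 without young injured replicate 2 or with no overlap between the arrays required). Of the motor neuron genes, 1 of 5 was found (adjusted p = 0.184, but 0.00410 without young injured replicate 1 and 4.62e-07 without aged injured replicate 2).

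With only the injured arrays in the fit, the called genes of these functions named here had adjusted p values from 0.0583 to 0.212, and none passed.

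**Figure D2:**
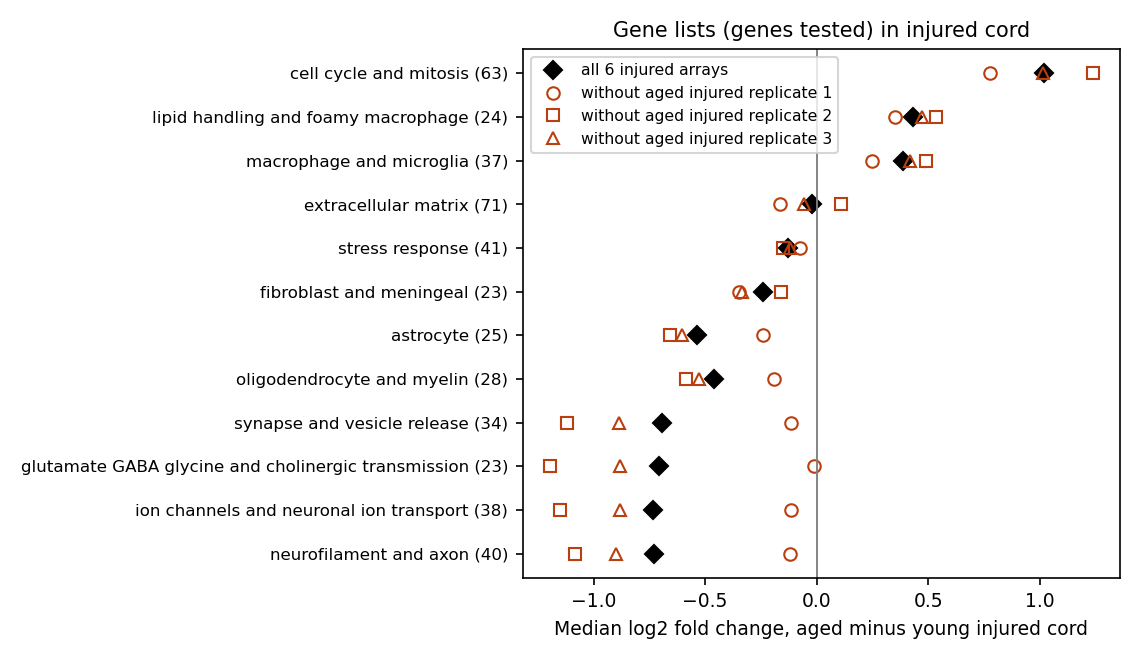
Median log2 fold change (aged minus young injured cord) of 12 gene lists, with the number of genes tested in brackets; black diamonds are from all arrays, and open markers from fits with 1 of the 3 aged injured arrays left out (circle, replicate 1; square, replicate 2; triangle, replicate 3). The synapse list goes from -0.69 with all arrays to -0.11 without aged injured replicate 1, and the cell cycle list from 1.02 to 0.78.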

Taken together, these observations indicated that the severity of SCI increases with age and that the gene expression profile of the spinal cord after injury, but not of the intact spinal cord, significantly differ between young and aged animals.

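Young and aged cords changed in the same direction for nearly all genes that injury moved at both ages, and 46 genes passed a test of the difference between the ages in their response. Injury changed 7149 of 10511 genes in young mice, 3568 up and 3581 down, and 7936 in aged mice, 3738 up and 4198 down. Of the 6503 genes called at both ages, 6482 changed in the same direction, and the log2 fold changes correlated across genes with r = 0.952 (genes are not independent replicates), with a slope of 1.12 of aged on young. Gpnmb, a gene of phagocytes loaded with debris, rose at least 93.8-fold in young mice, and Cd68, a lysosomal gene of macrophages, rose from 38.3 ± 5.71 to 2119 ± 406 (SD, n = 3 each). Cell cycle genes rose at both ages, 54 of 63 in young and 58 of 63 in aged mice (55 and 58 when adjusted over the list alone), while 5 and 3 fell.

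Of the 46 genes whose response differed with age (limma interaction term), 14 had an interaction above 0, a more positive response in aged mice, and 32 one below 0. This balance varied with the setting. With signals under 50 set to 50, 46 genes lay above 0 and 53 below. Without aged injured replicate 2, 247 lay above 0 and 279 below, and without young intact replicate 3, 0 and 8. Mpeg1 went from 144 ± 0.400 to 4536 ± 442 in young and from 393 ± 44.3 to 5399.8 ± 469.9 in aged mice (SD, n = 3 each), an interaction of -1.19 on the log2 scale (standard error 0.14, adjusted p = 0.00959). C1qb reached 3757 ± 235 in young and 4432 ± 309.7 in aged injured cord (SD, n = 3 each), with an interaction of -0.86 (adjusted p = 0.00959). In the cell cycle list 1 of 63 genes, the mitotic kinase gene Pbk (adjusted p = 0.0376), passed this test (44 when adjusted over the list alone), with a median interaction of 1.13 (camera, adjusted p = 5.72e-30, but adjusted p = 0.764 with an estimated correlation). The call of Pbk ended with any 1 array left out other than young intact replicate 1 and aged injured replicates 1 and 2 (adjusted p of 0.0578 to 0.119), and without the cutoff on signal and with signals under 50 set to 50 (adjusted p of 0.0521 to 0.0748), and 5 and 32 genes of the list passed without aged injured replicates 1 and 2. With 1 array left out, the count of 46 was 19, 7 and 8 without young intact replicates 1, 2 and 3, 8, 7 and 13 without those of aged intact mice, 7 and 16 without young injured replicates 1 and 3, and 114, 526 and 17 without aged injured replicates 1, 2 and 3.

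From the separation of the injured groups in Fig. 1E, the genes that differed after SCI in Fig. 1F, the similar profiles of the intact cords and the behavioral and histological differences, the paper concludes that SCI is more severe in aged mice and that the expression profiles of young and aged mice differ in the injured cord and not in the intact cord.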

### Aged Mice with SCI Exhibit Enhanced Recovery after NSC TP

Given that aging negatively affects the recovery from SCI, we next investigated whether the efficacy of NSC TP in aged mice with SCI differed from that in young mice. NSCs were prepared from the striata at embryonic day 14.5 of transgenic mice ubiquitously expressing fluorescent protein Venus-fused luciferase (CAG-*ff*Luc transgenic mice) (Hara-Miyauchi et al., 2012) and transplanted into the lesion epicenters of young and aged mice 9 days after SCI. The NSCs derived from the CAG-*ff*Luc transgenic mice expressed GFP and were capable of differentiating into neurons, astrocytes, and oligodendrocytes in vitro (Figures S2A and S2B) (Okada et al., 2005). A linear relationship between the number of living cells and the photon count by bioluminescence imaging (BLI) was confirmed (Figure S2C). We then examined the survival of the grafted NSCs via BLI at 7, 21, and 35 days after TP. Surprisingly, we found significantly higher photon counts in the aged than in the young mouse group (Figures 2A and 2B). Consistent with this observation, histological analyses revealed greater numbers of GFP^+^ cells in the aged than in the young mice after NSC TP (Figures 2C and 2D). Notably, we also found that bromodeoxyuridine incorporation into the grafted NSCs significantly increased in the aged compared with the young mice, indicating that the microenvironment in the aged mice is more suitable for the survival and proliferation of grafted NSCs than that in young mice (Figures 2E and 2F).

Behavioral analyses using the BMS and rotarod treadmill test revealed significant functional recovery in both the young and aged TP mouse groups compared with their respective vehicle control groups. Surprisingly, the aged TP mice group showed dramatic improvements in motor performance and BMS scores, comparable with those of the young TP mouse group. In contrast, the aged vehicle control group exhibited poorer motor performance than the young vehicle control group, as expected (Figures 2G and 2H). Moreover, NSC TP significantly improved the mortality rate in the aged mice after SCI to the same level seen in the young mice (young TP, 1/11; aged TP, 1/11). Histological evaluation indicated that NSC TP prevented atrophy of the spinal cord and demyelination in both the young and aged TP mice compared with their corresponding vehicle control mice (Figures S2D and S2E). Consistent with these observations, immunostaining for NF200 and 5-hydroxytryptamine also suggested that NSC TP enhanced axonal recovery in both the young and aged TP mouse groups (Figures S2F and S2G). Furthermore, we performed TP of adult skin fibroblasts (Fibro) derived from CAG-*ff*Luc transgenic mice into young and aged SCI mice as graft control. We found no significant difference in the survival rate of the grafted cells between young and aged Fibro TP mice (Figures S2H and S2I). TP of Fibro did not promote the functional recovery in either young or aged SCI mice and there were no significant differences in BMS scores between young and aged Fibro TP groups at 5 weeks after SCI and thereafter compared with their respective vehicle control groups (Figures S2J and S2K).

### Grafted NSCs Efficiently Differentiate into Neurons and Contribute to Polysynaptic Reconnection after SCI in Aged Mice

To further explore the potential mechanisms of the enhanced recovery of the aged mice after cell TP, the fates of the grafted NSCs were examined histologically. There were more ELAVL^+^ (a marker for neurons) grafted cells and fewer GFAP^+^ (a marker for astrocytes) grafted cells in the aged mice than in the young mice after TP, indicating that the grafted NSCs tended to differentiate into a neuronal lineage rather than an astroglial one (Figures 3A and 3B). On the other hand, there was no significant difference in the frequency of APC^+^ (a marker for oligodendrocytes) grafted cells between the aged and young mice. Immunostaining for the presynaptic marker Bassoon and electron microscopic examination confirmed that the grafted NSC-derived neurons contributed to the formation of synapses in the aged mice after TP (Figures 3C and 3D). To determine whether the grafted NSC-derived neurons were integrated into the host neural circuitry, wheat germ agglutinin (WGA), a transsynaptically transported tracer (Kinoshita et al., 2002), was injected into the motor cortex 5 weeks after TP. Immunostaining revealed that there were more WGA^+^ MAP2^+^ (a marker for neurons) neurons among the GFP^＋^ graft-derived cells in the aged mice than in the young mice, suggesting that the grafted NSC-derived neurons formed connections with descending corticospinal fibers more efficiently in the aged mice than in the young mice (Figures 3E–3G). Furthermore, to evaluate the functional recovery after TP, motor-evoked potentials were measured 7 weeks after SCI (Figure 3H). In intact aged mice, stimulation at the C1 level evoked a short latency response (7.47 ± 0.43 ms), whereas this response was completely abolished in aged vehicle control mice with SCI. In contrast, the evoked responses were partially restored in three of four aged SCI mice after NSC TP (13.3 ± 0.92 ms), suggesting that the grafted cells contributed to polysynaptic reconnection. Similarly, the young intact mice showed a short latency response (7.62 ± 0.54 ms), which was completely abolished in the young vehicle control mice with SCI, and restored in the young SCI mice after NSC TP (8.05 ± 0.45 ms) (Figure S3). These observations together suggested that the grafted cells contributed to re-myelination and exhibited some trophic effects, as reported previously (Yasuda et al., 2011).

### HGF Is Induced in Aged Mice after SCI and Contributes to Their Enhanced Recovery

The enhanced survival and differentiation capacities of the grafted NSCs in the aged mice suggested neurotrophic factor(s) were induced upon SCI in these mice. Comparison of the microarray data gathered from the aged and young mice 9 days after SCI (Figure 1F) revealed significant differences in the expression levels of several neurotrophic factors. Among these factors, *Hgf* (which encodes HGF) was the most highly induced in the aged mice (Figures 4A and 4B). 

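Of the neurotrophic and growth factors plotted in Fig. 4A, 13 were analysed here, and on the probe used for each none passed the test between aged and young injured cord, while 3 other growth factors were lower in aged mice. On these probes limma called 0 of the 13, and 0 had an unadjusted p under 0.05, while 5 had a log2 fold change above 0 and 8 below. Fig. 4A plots this list for the same comparison, so its direction here is not independent evidence. Of its genes, 6 had a mean signal above 50 in at least 1 of the 4 groups. Igf2, a growth factor of the meninges, had 1498 ± 511 in aged and 2061 ± 449.7 in young mice (SD, n = 3 each) and a log2 fold change of -0.49 (standard error 0.23, adjusted p = 0.175). It passed without aged injured replicate 1, with an adjusted p of 0.0286 in a range of 0.0286 to 0.359 over the arrays left out, and with weights for the arrays (adjusted p = 0.00661). Pdgfb had 82.2 ± 16.4 in aged and 65.0 ± 5.07 in young mice (SD, n = 3 each), with a log2 fold change of 0.32 (standard error 0.18, adjusted p = 0.245). Shh, which encodes a secreted patterning factor, lay under 50 in both injured groups, at 36.6 ± 15.0 in aged and 46.0 ± 11.7 in young mice (SD, n = 3 each), with an adjusted p of 0.321 that was 0.0262 without aged injured replicate 2. The log2 fold changes of Vegfa, Vegfb and Pdgfa were 0.09, -0.02 and -0.05, with adjusted p values of 0.680, 0.863 and 0.841. Vegfb lay above 0 without young injured replicate 3 and with the other scalings of the arrays, and Pdgfa without young injured replicate 1 or 3 or aged injured replicate 1. Bdnf, Egf, Lif, Gdnf, Il6 and Fgf2 had mean signals under 50 in both injured groups and fitted log2 differences of -0.09, 0.33, 0.34, -0.25, -0.41 and -0.58, with adjusted p values from 0.407 to 0.886 in a fit without the cutoff on signal. In a fit over all probes, the other Bdnf probe, at 9.30 ± 6.41 in aged and 28.8 ± 4.78 in young mice (SD, n = 3 each), both under 50, had an unadjusted limma p of 0.00394 (adjusted p = 0.0837), and the 2 Igf2 probes had unadjusted p values of 0.0391 and 0.0473 (adjusted p = 0.235 and 0.255).

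Of 26 other neurotrophic and growth factors, 3 were lower and none was higher in aged injured cord (4 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of -0.27 (camera, adjusted p = 0.117) that was -0.15 without aged injured replicate 1. The 3 lower genes became 1 and 1 without young injured replicates 1 and 3, and 6 without aged injured replicate 2. Genes of the list called higher numbered 1 without young injured replicate 3, and 1 without aged injured replicate 2. Camera called this list lower without young injured replicate 2 (adjusted p = 0.0291) and with weights for the arrays (adjusted p = 0.0404). Bmp4, a bone morphogenetic protein gene, had 109 ± 11.0 in aged and 200.1 ± 42.5 in young mice (SD, n = 3 each) and a log2 fold change of -0.86 (standard error 0.14, adjusted p = 0.0104). Csf1, a growth factor of macrophages and microglia, had a log2 fold change of -0.48 (standard error 0.10, adjusted p = 0.0186), and its call ended without young injured replicates 1, 2 and 3 (adjusted p of 0.0523 to 0.0535), and with the mean of its probes (adjusted p = 0.114). Angpt1, a vessel-stabilizing factor, had a log2 fold change of -0.48 (standard error 0.12, adjusted p = 0.0363), and its call ended with any 1 array left out other than young intact replicate 3, young injured replicate 2 and aged injured replicates 1 and 2 (adjusted p of 0.0543 to 0.0983), and with the arrays scaled to the same 75th percentile and without the cutoff on signal (adjusted p of 0.0559 to 0.0563). None of the 3 calls holds with only the injured arrays in the fit (adjusted p from 0.134 to 0.189).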

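Hgf rose with injury at both ages, and on the probe used the difference between aged and young injured cord lay within its standard error. On that probe the mean signal was 25.5 ± 0.681 in aged and 20.1 ± 5.84 in young mice (SD, n = 3 each) after SCI, a fitted log2 difference of 0.38 (standard error 0.44, adjusted p = 0.648 from limma). The difference was 0.20 without young injured replicate 2. In intact cord the signal was 4.37 ± 1.65 in aged and 4.17 ± 2.65 in young mice (SD, n = 3 each). The rise with injury had an adjusted p of 3.47e-04 in aged and 8.63e-04 in young mice. Every Hgf signal lay under 50, so the gene was tested in a fit without the cutoff on signal, and no fold is given. The 2 other probes had log2 differences of 0.48 and 0.72 between aged and young injured cord. The first of these nearly equalled the probe used in mean signal (percentile 39.45 against 39.49 of all probes). On it the 3 aged injured mice, at 26.1 to 32.1, lay above the 3 young ones, at 15.7 to 25.2. The second lay lower, at percentile 35.48. Exact permutation tests (two-sided) gave p values of 0.4, 0.1 and 0.2 in the order of the probes named, where 0.1 is the smallest that 3 mice against 3 allow. The paper also reports Hgf as induced in aged mice in a separate quantitative analysis of its transcripts (Fig. 4B). That analysis was not repeated here, so the array values do not test it.

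Of 6 genes of the HGF pathway with a signal above the cutoff, 2 were higher and 1 was lower in aged injured cord (the same numbers when adjusted over the list alone). Plau, which encodes urokinase, a protease that activates the HGF precursor, had 338 ± 111 in aged and 91.3 ± 21.6 in young mice (SD, n = 3 each) and a log2 fold change of 1.87 (standard error 0.27, adjusted p = 0.00719). Plaur, its receptor, had a log2 fold change of 0.95 (adjusted p = 0.0358), and its call ended with any 1 array left out other than young intact replicates 2 and 3, aged intact replicates 2 and 3 and aged injured replicate 2 (adjusted p of 0.0533 to 0.0922), and without the cutoff on signal (adjusted p = 0.0507). Gab1, an adaptor of MET signalling, had one of -0.53 (adjusted p = 0.0439), and its call ended with any 1 array left out other than aged injured replicates 1, 2 and 3 (adjusted p of 0.0637 to 0.129), and without the cutoff on signal and without a trend in the spread (adjusted p of 0.0543 to 0.0607). Met, the HGF receptor gene, had 62.8 ± 3.11 in aged and 64.6 ± 3.42 in young mice (SD, n = 3 each) and a log2 fold change of -0.04 (standard error 0.15, adjusted p = 0.862), and its sign turned with quantile normalization and with scaling to the 75th percentile. The median log2 fold change of the list was -0.11 and its mean 0.28, so that median and mean differ in sign, and camera pointed up (adjusted p = 0.836). With only the injured arrays in the fit, Plau, Plaur and Gab1 did not pass (adjusted p from 0.0884 to 0.210).

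**Figure D3:**
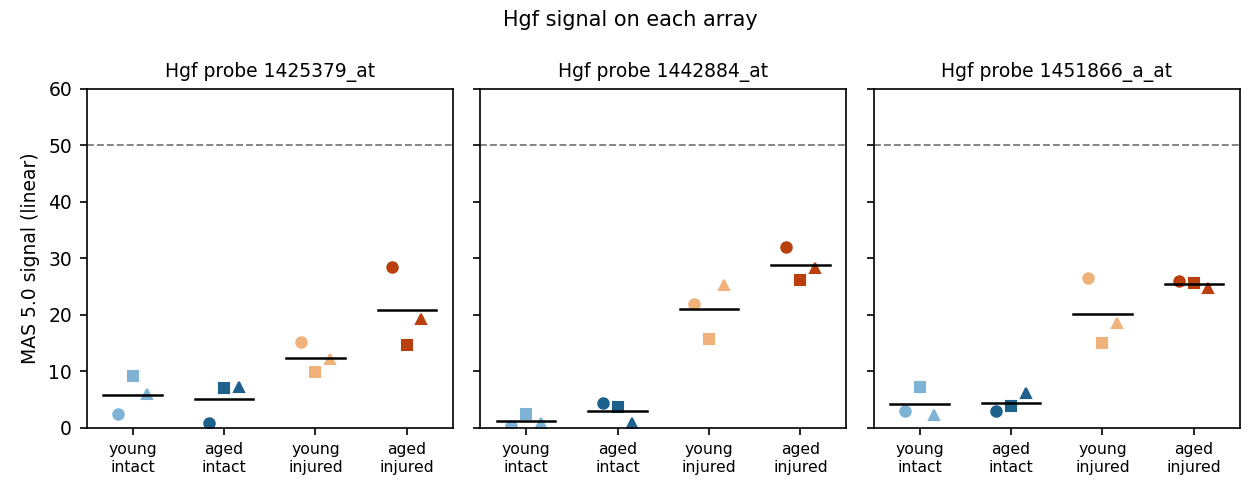
MAS 5.0 signals (linear axis) of the 3 Hgf probes on each array in the 4 groups of 3 mice, with circles, squares and triangles for replicates 1, 2 and 3, bars for group means and a dashed line at a signal of 50. All signals lie under the dashed line, and on the probe used the mean is 20.1 in young and 25.5 in aged injured cord.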

Immunohistochemical analyses revealed positive staining for HGF in the GFAP^+^ astrocytes and CD11b^+^ microglia in the aged mice following SCI (Figure S4A). Because HGF has been shown to promote functional recovery after SCI (Kitamura et al., 2007, Kitamura et al., 2011), we further explored the potential contributions of this factor in the aged mice with SCI. As reported previously (Kokuzawa et al., 2003), we found that HGF promoted NSC proliferation and neuronal differentiation in vitro (Figures 4C and 4D). Furthermore, the functional inhibition of HGF with neutralizing antibodies significantly reduced the survival and neuronal differentiation of the grafted NSCs (Figures 4E and S4B–S4D). The functional inhibition of HGF was confirmed by the decreased phosphorylation of the HGF receptor MET (Figures S4E and S4F). Consistent with these findings, treatment with HGF-neutralizing antibodies significantly reduced the functional recovery after SCI in the aged mice (Figure 4F). To investigate the potential role of HGF in the recovery of transsynaptic neuronal pathways following SCI, we performed anterograde tracing by injecting WGA into the cerebral cortex 5 weeks after TP. The results revealed that there were significantly fewer WGA^+^ MAP2^+^ grafted cells in the HGF-neutralizing antibody-treated mice than in the control immunoglobulin G (IgG)-treated mice, indicating that HGF enhances synapse formation between the grafted NSC-derived neurons and the descending corticospinal fibers (Figures S4G and S4H). In addition, spinal cord atrophy and demyelination were more severe in the HGF-neutralizing antibody-treated mice than in the control IgG-treated mice (Figures S4I and S4J). Taken together, these findings suggest that the enhanced recovery from SCI of the aged mice was at least partly dependent on the production of HGF in the microenvironment of the injured spinal tissue.

## Discussion

Aging negatively affects the regenerative capacity of tissues and organs. This holds true for the spinal cord, and aged animals and patients exhibit more severe neuronal defects, poorer functional recovery, and higher mortality rates than their younger counterparts following SCI (Furlan and Fehlings, 2009, Genovese et al., 2006, Gwak et al., 2004, Scivoletto et al., 2003). However, the present study showed that the aged animals exhibited enhanced functional recovery after NSC TP, suggesting that the outcomes of cell TP therapy do not necessarily reflect the regenerative capacity.

Aged animals exhibit increased inflammatory reactions, increased pro-inflammatory cytokine production, and reduced remyelination after SCI (Genovese et al., 2006, Kumamaru et al., 2012, Siegenthaler et al., 2008). In addition, the number of endogenous stem cells that can potentially contribute to neuronal regeneration in the adult CNS is decreased (Maslov et al., 2004). These age-related adverse effects are thought to be causally related to the impaired functional recovery of aged animals after SCI. Consistent with this potential relationship, PCA of the mRNA microarray data in the present study showed significant differences in the gene expression profiles of the spinal tissues of aged and young mice following SCI, which may account for the poorer recovery of the aged mice after SCI. However, we speculated that these same differences also underlie the enhanced functional recovery of the aged mice after NSC TP. It is also worth mentioning that there are some discrepancies between our findings and those of previous studies, which showed that fetal cells grafted in the brain of aged animals functioned more poorly than did those grafted in young mice (Collier and Sortwell, 1999, Shetty et al., 2008). Although the reasons for the discrepancy remain to be elucidated, it may be due to differences in the microenvironment between the spinal cord and brain or to differences in the biological properties of the grafted cells used in each study.

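Of 19 inflammatory cytokine and chemokine genes tested in aged against young injured cord, 2 were higher and 1 was lower in aged mice and 16 did not pass (5 higher and 3 lower when adjusted over the list alone). Ccl6, a chemokine of macrophages, had a signal of 948 ± 334 in aged and 424 ± 73.0 in young mice (SD, n = 3 each) in injured cord, with a log2 fold change of 1.12 (standard error 0.20, adjusted p = 0.0138 from limma). Cxcl14 had 240.3 ± 14.1 in aged and 184 ± 26.9 in young mice (SD, n = 3 each), with a log2 fold change of 0.40 (standard error 0.11, adjusted p = 0.0438), and its call ended with any 1 array left out other than young injured replicate 3 and aged injured replicate 2 (adjusted p of 0.0519 to 0.110), and without the cutoff on signal, without a trend in the spread and with the mean of its probes (adjusted p of 0.0502 to 0.554). The lower gene was Csf1, a growth factor of macrophages. Il6 lay under 50 in both injured groups, at 2.73 ± 2.05 in aged and 3.13 ± 1.65 in young mice (SD, n = 3 each). The median log2 fold change of the list was 0.28 (camera, adjusted p = 0.244), and 0.12 without aged injured replicate 1. Without aged injured replicate 2, 5 genes were called higher and 2 lower. Among the genes past the cutoffs of the study that were higher, 1 was of this list (one-sided Fisher's exact test, adjusted p = 0.703), and 3 without young injured replicate 1, 6 without aged injured replicate 2 and 5 without aged injured replicate 3 (adjusted p = 0.0161, 2.79e-05 and 1.60e-04). With injury itself, 16 of the 19 genes rose and 1 fell in young mice (17 rose and 1 fell when adjusted over the list alone), and 16 rose and 1 fell in aged mice (2 fell without aged injured replicate 1; 16 and 1 when adjusted over the list alone). The calls of Ccl6, Cxcl14 and Csf1 between the ages do not hold with only the injured arrays in the fit (adjusted p from 0.141 to 0.196).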

Our comparative microarray analyses revealed increases in several inflammatory cytokines (Kumamaru et al., 2012) and several neurotrophic factors in the aged mice after SCI. Among these cytokines and neurotrophic factors, we identified host-derived HGF as a critical regulator in the enhanced survival and differentiation of the grafted NSCs. HGF is a potent mitogen and a crucial neurotrophic factor in the CNS. Notably we previously identified HGF as a potent agent for the promotion of functional recovery in primates and mice after SCI (Kitamura et al., 2007, Kitamura et al., 2011). The results of these studies and the present one underscore an important role of HGF in spinal regeneration.

The results of the transcriptome and behavioral analyses of the present study also indicate that the spinal cord may not suffer from cellular senescence, and indeed may retain most of its functions, at least to the age of 18 months in normal mice. In contrast, the spinal cord appears to manifest a senescent phenotype upon injury. 

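Of 23 genes of senescence and the SASP tested, none was higher and 1 was lower in aged than in young intact cord (2 higher and 1 lower when adjusted over the list alone). Their median log2 fold change was 0.14 (camera, adjusted p = 0.764). The lower gene was Mmp13, a collagenase, at 3.00 ± 2.19 in aged and 55.2 ± 42.9 in young mice (SD, n = 3 each) (adjusted p = 0.0410 from limma). This call ended with any 1 array left out other than young intact replicate 2 and aged injured replicates 1 and 2 (adjusted p of 0.0583 to 0.181), and with 16 added to each signal, with signals under 50 set to 50, without a trend in the spread and with a robust estimate of the spread (adjusted p of 0.0558 to 0.956). The median of the list was 0.04 without aged intact replicate 2. Icam1, an adhesion molecule gene, Mmp12, a macrophage elastase, and Cdkn2b, which encodes the cell cycle inhibitor p15, had mean signals under 50 in intact cord at both ages. Icam1 had 29.2 ± 2.70 in aged and 16.8 ± 3.63 in young mice (SD, n = 3 each) and an adjusted p of 0.171, Mmp12 8.23 ± 2.39 in aged and 1.23 ± 1.15 in young mice (SD, n = 3 each) and 0.130, and Cdkn2b 28.6 ± 5.07 in aged and 11.8 ± 8.35 in young mice (SD, n = 3 each) and 0.286, so none of them passed with all arrays. Icam1 passed with weights for the arrays (adjusted p = 0.0137). Mmp12 passed without young intact replicate 1 (adjusted p = 0.0448) and with weights for the arrays (adjusted p = 0.0157).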

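Genes of senescence and the SASP rose with injury at both ages. Of the 23 tested, 18 rose and 2 fell after SCI in young mice and 17 rose and 2 fell in aged mice, with the same numbers when adjusted over the list alone. Timp1, an inhibitor of matrix proteases, went from 31.1 ± 2.04 to 434 ± 41.7 in young (at least 8.66-fold) and from 35.0 ± 5.48 to 511 ± 93.6 in aged mice (SD, n = 3 each), at least 10.1-fold. Tnfrsf1b, a receptor of tumor necrosis factor, rose at least 3.79-fold in young and at least 5.03-fold in aged mice, and Icam1 rose at least 3.60-fold in young mice. Glb1, the gene of the lysosomal galactosidase stained in senescent cells, rose from 85.9 ± 5.13 to 407 ± 88.8 in aged mice (SD, n = 3 each; adjusted p = 4.26e-07 from limma). The median log2 fold change of the list was 1.73 in young (camera, adjusted p = 4.76e-05, but adjusted p = 0.176 with an estimated correlation) and 1.38 in aged mice (camera, adjusted p = 1.14e-04, but adjusted p = 0.241 with an estimated correlation). Of the 23 genes, 1 passed the test of a difference between the ages in this response, namely Igfbp3 (adjusted p = 0.0376), and 2 with a positive and 1 with a negative interaction passed when adjusted over the list alone. The call of Igfbp3 ended with any 1 array left out other than aged intact replicate 1 and aged injured replicates 1 and 2 (adjusted p of 0.0572 to 0.119), and without the cutoff on signal and without a trend in the spread (adjusted p of 0.0521 to 0.0544), and 2 genes passed with a positive interaction without aged injured replicate 1 or 2. Genes with a negative interaction that passed numbered 1 without young injured replicate 2, and 1 and 1 without aged injured replicates 1 and 2. The list had a median interaction of -0.11 and a mean of 0.09, which differ in sign, and camera pointed up (adjusted p = 0.502).

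Between aged and young injured cord, 2 of the 23 were higher and 2 were lower in aged mice (3 higher and 2 lower when adjusted over the list alone), with a median log2 fold change of 0.14 (camera, adjusted p = 0.224) that was 0.27 without young injured replicate 1. Among the genes past the cutoffs of the study that were higher, 3 were of this list (one-sided Fisher's exact test, adjusted p = 0.0315). The higher genes were Igfbp3 and Plaur and the lower ones Igfbp2 and Cdkn1b, which encodes the cell cycle inhibitor p27, with a log2 fold change of -0.30 (adjusted p = 0.0342), whose call ended with any 1 array left out other than young intact replicate 3, aged intact replicates 1 and 3, young injured replicate 3 and aged injured replicates 1 and 2 (adjusted p of 0.0520 to 0.0924), and with the arrays scaled to the same 75th percentile (adjusted p = 0.0682). Without aged injured replicate 2, 4 genes of the list were called higher. With only the injured arrays in the fit none of these 4 genes passed (adjusted p from 0.0526 to 0.179).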

Interestingly, recent studies have suggested that senescent cells undergo changes in protein production and secretion that ultimately lead to a state called the senescent-associated secretory phenotype (SASP) (Coppe et al., 2010, Tchkonia et al., 2013). Senescent cells that have acquired this phenotype produce various secreted proteins and generate a microenvironment that promotes the survival and proliferation of tumor cells. By analogy, it is tempting to speculate that a SASP-like phenotype emerges in the spinal cord upon injury and that this condition renders the injury's microenvironment in aged mice more suitable for the grafted cells. It is important to note, however, that the production of cytokines (a feature of the SASP-like phenotype) in the injured spinal cord is transient, subsiding within a few weeks (Kumamaru et al., 2012), and therefore does not result in the chronic inflammation associated with SASP. Nevertheless, it is important to understand the mechanisms that underlie the distinct gene expression patterns of aged mice after SCI, because this information might contribute to improvements in the survival and growth of grafted cells in both old and young subjects.

Our study has some limitations. To examine the effects of the non-neural control graft, we performed TP of adult skin Fibro derived from the same immunophenotype as the NSCs. These data showed that aged Fibro TP mice showed less recovery than did young Fibro TP mice, and that there was no significant difference in the survival rate of the grafted cells between young and aged Fibro TP mice. However, to do this experiment in detail, all groups (NSCs, PBS, Fibro) must be evaluated simultaneously considering the time interval between experiments and the variability of SCI. Therefore, an appropriate evaluation of the non-neural cell TP for aged SCI should be examined in future studies.

In conclusion, our data show that aged mice with SCI exhibit enhanced regenerative capability following NSC TP, even though they suffer more severely from the SCI than do young mice. Our results also indicated that the injured spinal cord of aged mice confers a permissive environment for the survival and growth of the grafted cells via an increased production of HGF. Although these findings should be interpreted with caution due to the differences between mouse models and human patients, they may have important clinical implications in the establishment of cell-based therapeutic modalities for patients with SCI.

## Experimental Procedures

### Mice

All of the experiments were performed with female C57BL/6J mice. The mice were housed in groups under a 12-hr light/dark cycle with ad libitum access to food and water. All experiments were performed in accordance with the Guidelines for the Care and Use of Laboratory Animals of Keio University School of Medicine.

### SCI Model

Young and aged mice were anesthetized via intraperitoneal injections of ketamine (100 mg/kg) and xylazine (10 mg/kg). After laminectomy at the Th9 spinal vertebra, the dorsal surface of the dura mater was exposed, and SCI was induced using a commercially available SCI device (a 70-kdyn impact was delivered with an Infinite Horizon Impactor [Precision Systems & Instrumentation]). The motor function of the hind limbs after SCI was evaluated using the locomotor rating test of the BMS (Basso et al., 2006) and the rotarod treadmill test (Ogura et al., 2001) (Muromachi Kikai).

### NSC Culture and TP

NSCs were cultured and expanded as described previously (Reynolds and Weiss, 1992). In brief, the striata of CAG-*ff*Luc transgenic mice (Hara-Miyauchi et al., 2012) on embryonic day 14 were dissociated using a fire-polished glass pipette. The dissociated cells were collected by centrifugation and resuspended in culture medium followed by cell-cluster (neurosphere) formation. For differentiation, the neurospheres were cultured without serum for 5 days. Nine days after injury, 5 × 10^5^ NSCs were transplanted into the lesion epicenters of the young and aged mice using a glass micropipette and a stereotaxic injector (KDS310; Muromachi Kikai). An equal volume of PBS was injected into the control mice.

### Statistical Analyses

All values are presented as the mean ± SEM. One-way ANOVA followed by the Tukey-Kramer test for multiple comparisons was used to determine the significance of the differences in the histological quantifications, rotarod treadmill tests, and MEP experiments. Repeated-measures two-way ANOVA, followed by the Tukey-Kramer test, was used for the BMS and BLI analyses. Significance was defined as p < 0.05 in all statistical analyses. GraphPad Prism software (version 5.0d) was used for the analyses (GraphPad).

## Author Contributions

M.T., S.K., S.S., A.Y., S.N., O.T., and H.E. performed experimental work, data analysis, and reviewed the manuscript. M.T., N.N., A.I., K.H., H.O., and M.N. were responsible for the experimental design, data analysis, and review of the manuscript.

## Figures and Tables

**Figure 1:**
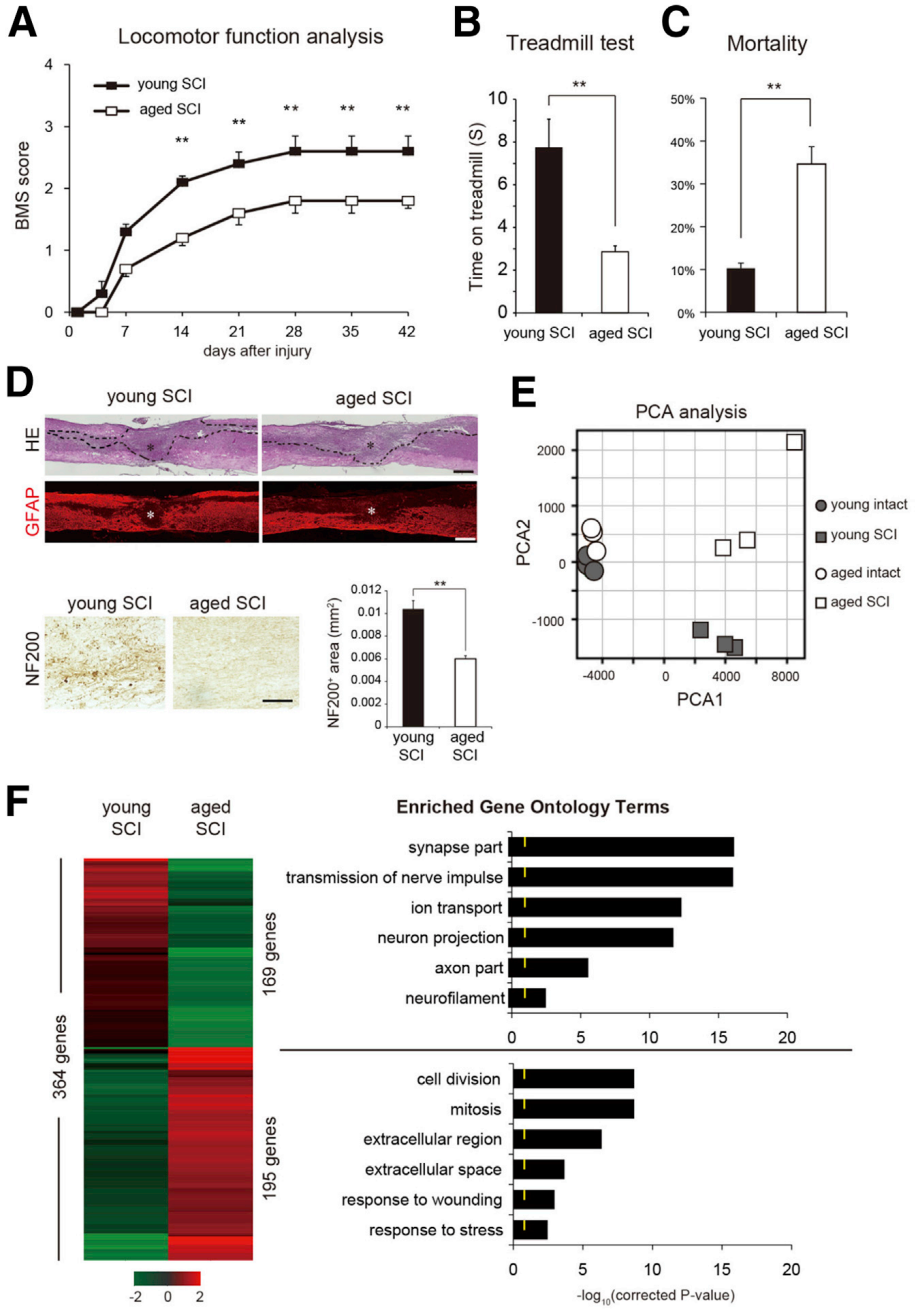
After SCI, Aged Mice Exhibit More Severe Defects than Young Mice (A) Time courses of changes in the BMS scores of the young and aged mice after SCI (n = 5 mice/group). ^∗∗^p < 0.01. (B) Rotarod treadmill test performed 6 weeks after SCI (n = 5 mice/group). ^∗∗^p < 0.01. (C) Mortality rates of the young and aged mice after SCI (n = 4 independent experiments, young SCI: 2/24, 1/9, 2/15, 1/12; aged SCI: 8/22, 2/10, 5/14, 4/11). ^∗∗^p < 0.01. (D) Representative images of H&E-stained and GFAP-immunostained sagittal sections of the spinal cord 9 days after SCI (upper panels: ^∗^indicates the lesion epicenter). The damaged areas are enclosed by dashed lines. Scale bars, 500 μm. Representative images of NF200-immunostained sections of the injured spinal cord and quantification of the NF200-positive cells in the aged and young mice (lower panels; n = 4 mice/group). Scale bar, 100 μm. ^∗∗^p < 0.01. (E) Principal component analysis (PCA) of the mRNA microarray data from the spinal cord samples collected from the young and aged mice with and without SCI. (F) Heatmap depicting the mRNA microarray profile of the spinal cord samples collected from the aged mice with SCI relative to that of the young mice with SCI (left panel). Up- and downregulated genes are shown in shades of magenta and green, respectively. Ontology analysis of the genes that were differentially expressed between the young and aged mice with SCI (right panel). Yellow marks indicate p = 0.5. Values are means with SEMs.

**Figure 2:**
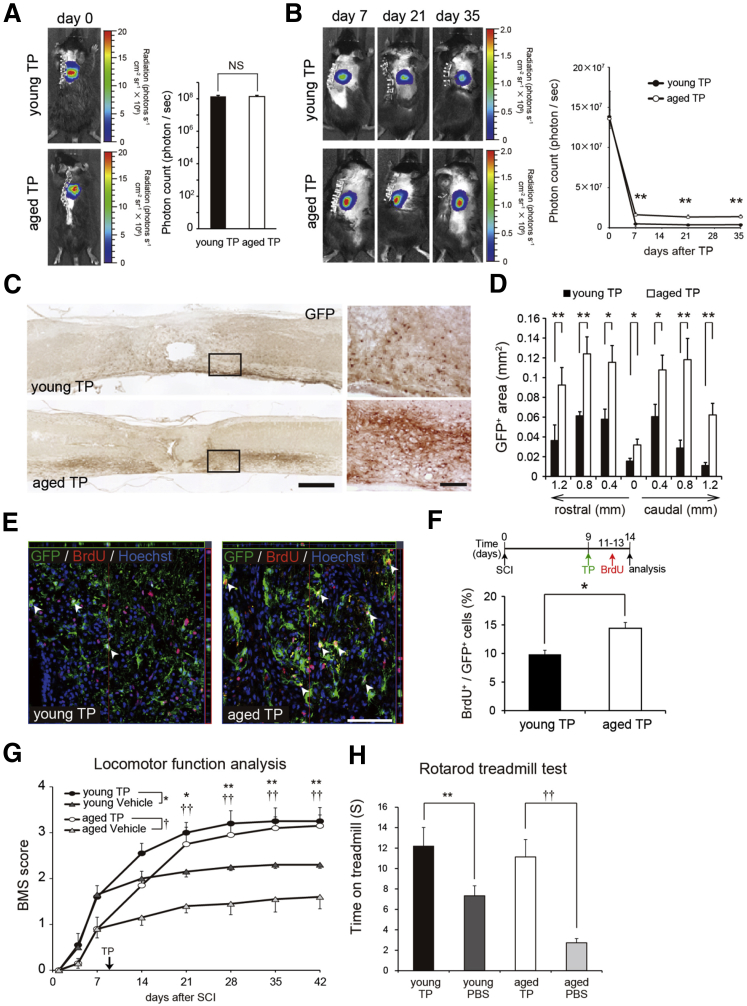
NSC TP Is as Effective in Aged Mice as It Is in Young Mice after SCI (A and B) Representative bioluminescence images and photon-count quantifications for young and aged mice after TP on days 0 (A), 7, 21, and 35 (B) (n = 10 mice/group). ^∗∗^p < 0.01. (C) Representative GFP-immunostained images of sagittally sectioned spinal cords collected 5 weeks after TP. Scale bars, 500 μm (left), 50 μm (right). (D) Axial sections of the spinal cord after TP were stained for GFP, and the GFP-positive area was quantified (n = 5 mice/group). ^∗^p < 0.05, ^∗∗^p < 0.01. (E) Representative images stained for GFP and bromodeoxyuridine (BrdU). The experimental plan is illustrated in (F), upper panel. Arrowheads indicate GFP^+^ BrdU^+^ cells. Scale bar, 50 μm. (F) Quantification of BrdU^+^ GFP^+^ NSCs from the experiments shown in (E) (n = 4 mice/group). ^∗^p < 0.05. (G) Time courses of the BMS scores of vehicle control mice (vehicle) and mice with NSC TP (n = 10 mice/group). ^∗^p < 0.05, ^∗∗^p < 0.01, ^††^p < 0.01. (H) Rotarod treadmill test performed 6 weeks after SCI (n = 10 mice/group). ^∗∗^p < 0.01, ^††^p < 0.01. Values are means with SEM.

**Figure 3:**
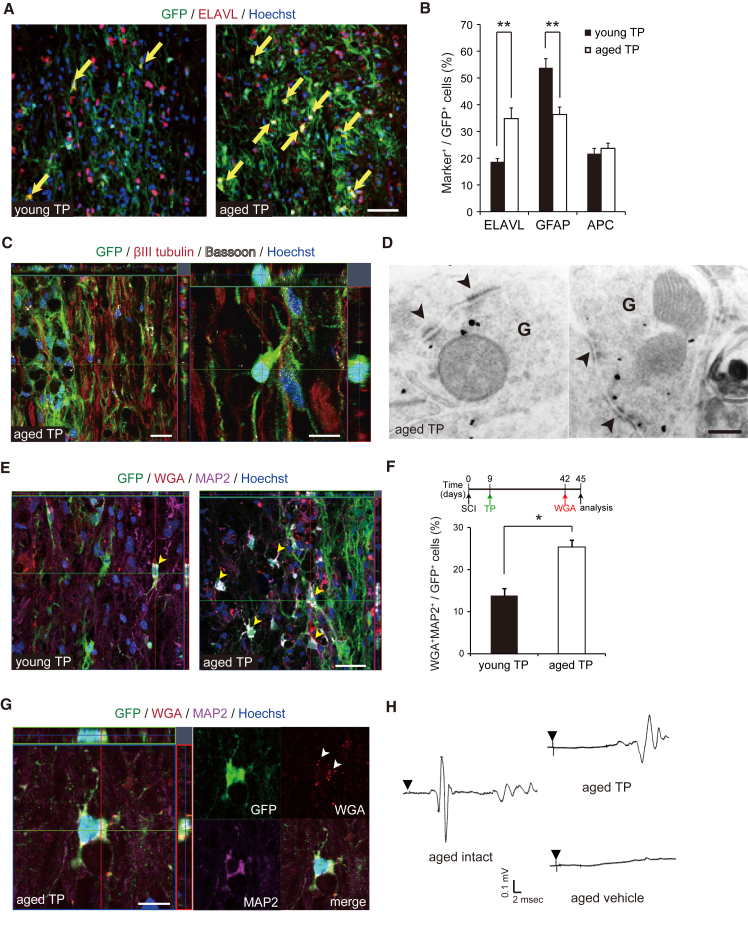
Neurons Derived from the Grafted NSCs Contribute to Functional Recovery in Aged Mice after SCI (A) Representative images of GFP^+^ ELAVL^+^ graft-derived neuronal cells (arrows) in the young and aged mice after TP. Scale bar, 50 μm. (B) Quantification of grafted NSC-derived neurons, astrocytes, and glial cells in the young and aged mice after TP (n = 5 mice/group). ^∗∗^p < 0.01. (C) Representative immunostained images of the synapses of aged mice after TP. Scale bars, 20 μm, 10 μm. (D) Electron-microscope images of synapses that formed between the host neurons and grafted GFP^+^ (black) neurons in aged mice after TP. G, grafted cells; arrowheads, synapse. Scale bar, 0.2 μm. (E) Representative images of WGA^+^ MAP2^+^ grafted NSC-derived cells (arrowheads) at the lesion epicenters of the young and aged mice with TP 3 days after WGA injection into the motor cortex. Scale bar, 50 μm. (F) Experimental plan (upper panel) and quantification of WGA^+^ MAP2^+^ NSC-derived cells in the experiments in (E) (n = 4 mice/group). ^∗^p < 0.05. (G) Representative magnified image of WGA^+^ MAP2^+^ NSC-derived cells (arrowheads) in an aged mouse after TP. Scale bar, 10 μm. (H) Electrophysiological transmission across the lesion site in aged mice.

**Figure 4:**
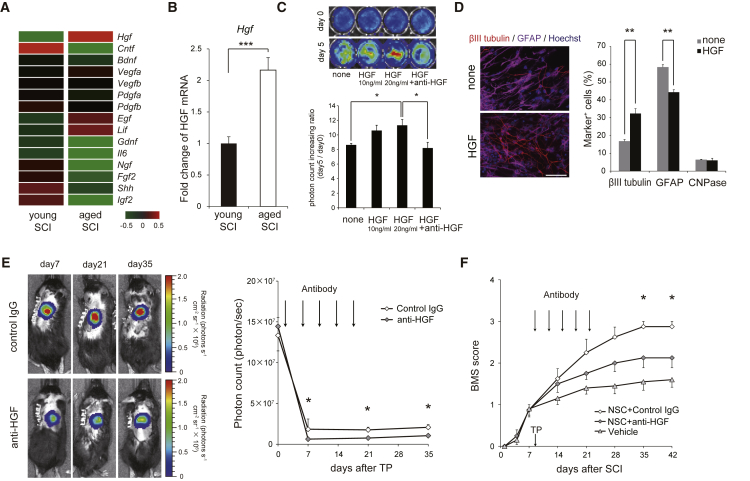
HGF Is Involved in Efficient Functional Recovery after SCI in Aged Mice (A) Comparative mRNA microarray analysis of the spinal cord samples of the young and aged mice collected 9 days after SCI. (B) Quantitative analysis of the expression levels of *Hgf* transcripts in the injured spinal cord (n = 6 mice/group). ^∗∗∗^p < 0.001. (C) Bioluminescence images and quantification of photon counts of the cultured NSCs derived from CAG-*ff*Luc transgenic mice. NSCs were cultured in the presence of HGF (400 ng/mL) for 5 days (n = 3 independent experiments). ^∗^p < 0.05. (D) NSCs incubated with or without HGF for 5 days were stained with antibodies against βIII-tubulin and GFAP (right panels). Quantification of βIII-tubulin^+^, GFAP^+^, and CNPase^+^ cells (n = 3 independent experiments). Scale bar, 50 μm. ^∗∗^p < 0.01. (E and F) Administration of an HGF-neutralizing antibody to the aged mice hindered the survival of grafted NSCs (E) and the recovery of motor function after SCI (F) (n = 4 mice/group). ^∗^p < 0.05. Values are means with SEM.

# Supplementary material for: Enhanced Functional Recovery from Spinal Cord Injury in Aged Mice after Stem Cell Transplantation through HGF Induction
**Source:** Stem Cell Reports. 2017 Feb 16;8(3):509–18. doi: 10.1016/j.stemcr.2017.01.013
**Supplement:** Document S1. Supplemental Experimental Procedures, Figures S1–S4, and Table S1

**Supplemental Information**

**Enhanced Functional Recovery from Spinal Cord Injury in Aged Mice  
after Stem Cell Transplantation through HGF Induction**

**Morito Takano, Soya Kawabata, Shinsuke Shibata, Akimasa Yasuda, Satoshi Nori, Osahiko Tsuji, Narihito Nagoshi, Akio Iwanami, Hayao Ebise, Keisuke Horiuchi, Hideyuki Okano, and Masaya Nakamura**

Figure S1

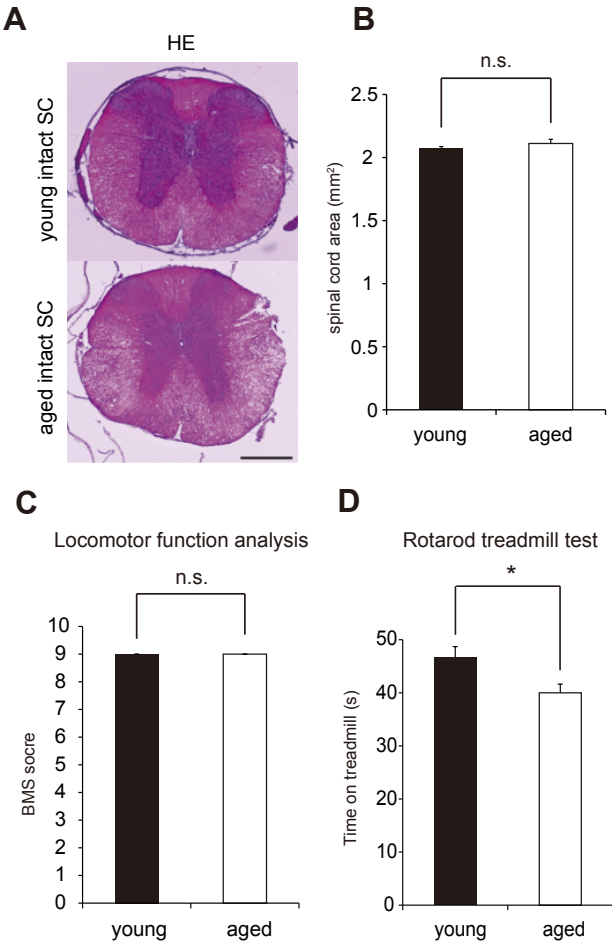

Figure S2

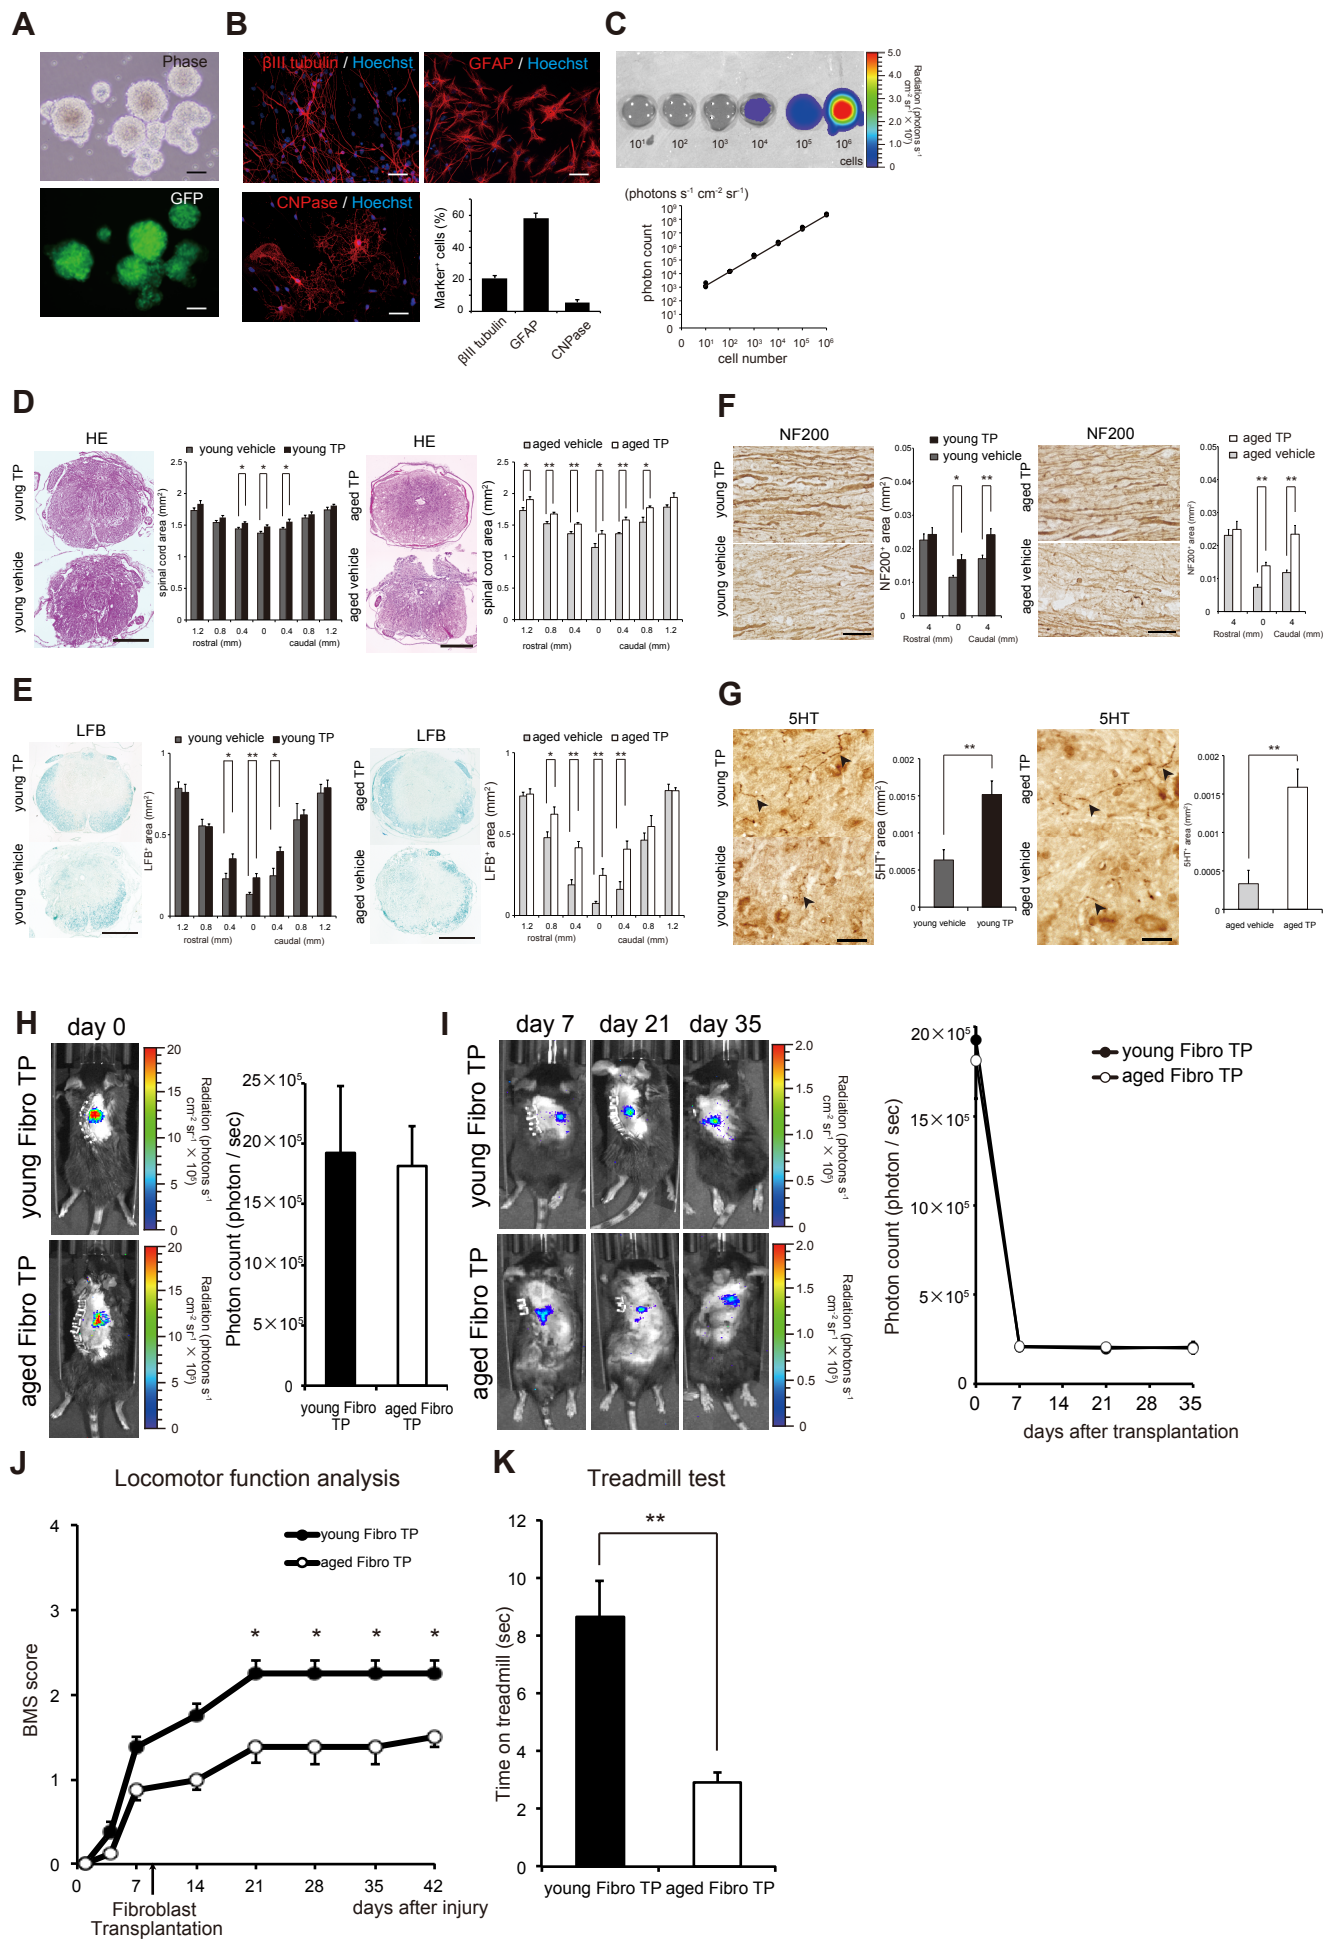

**Figure S3**

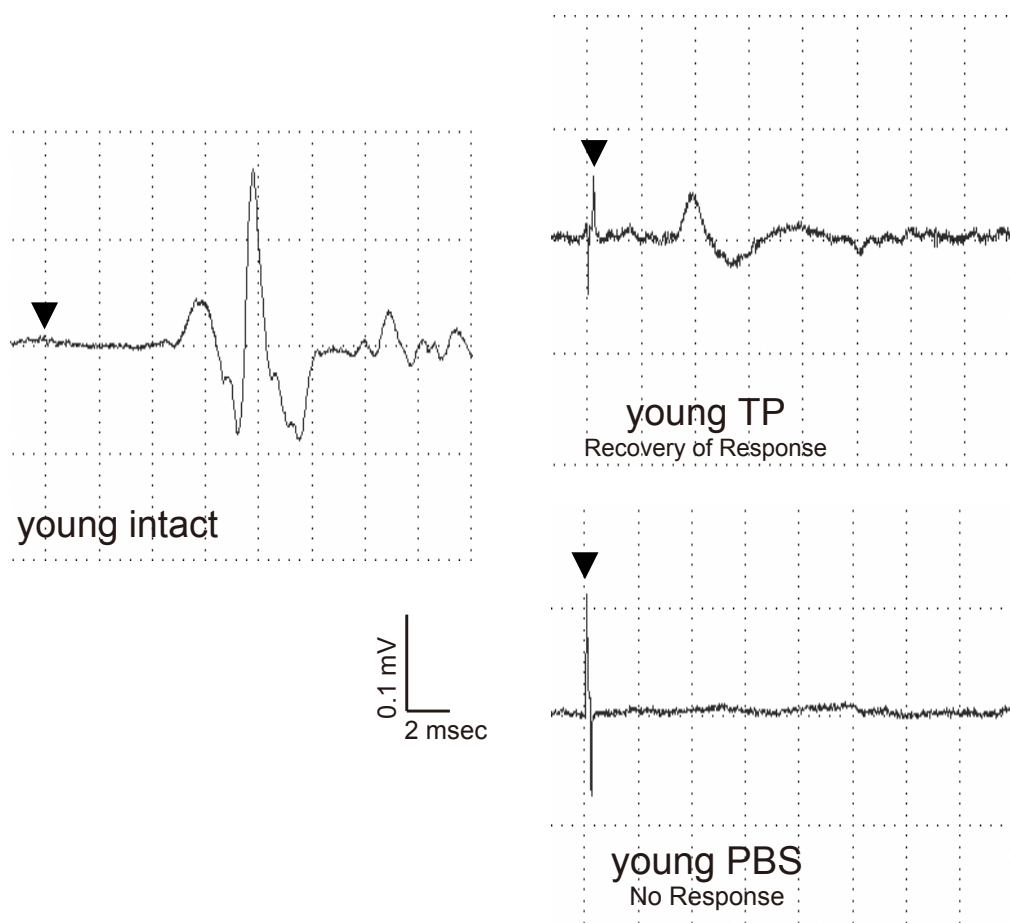

Figure S4

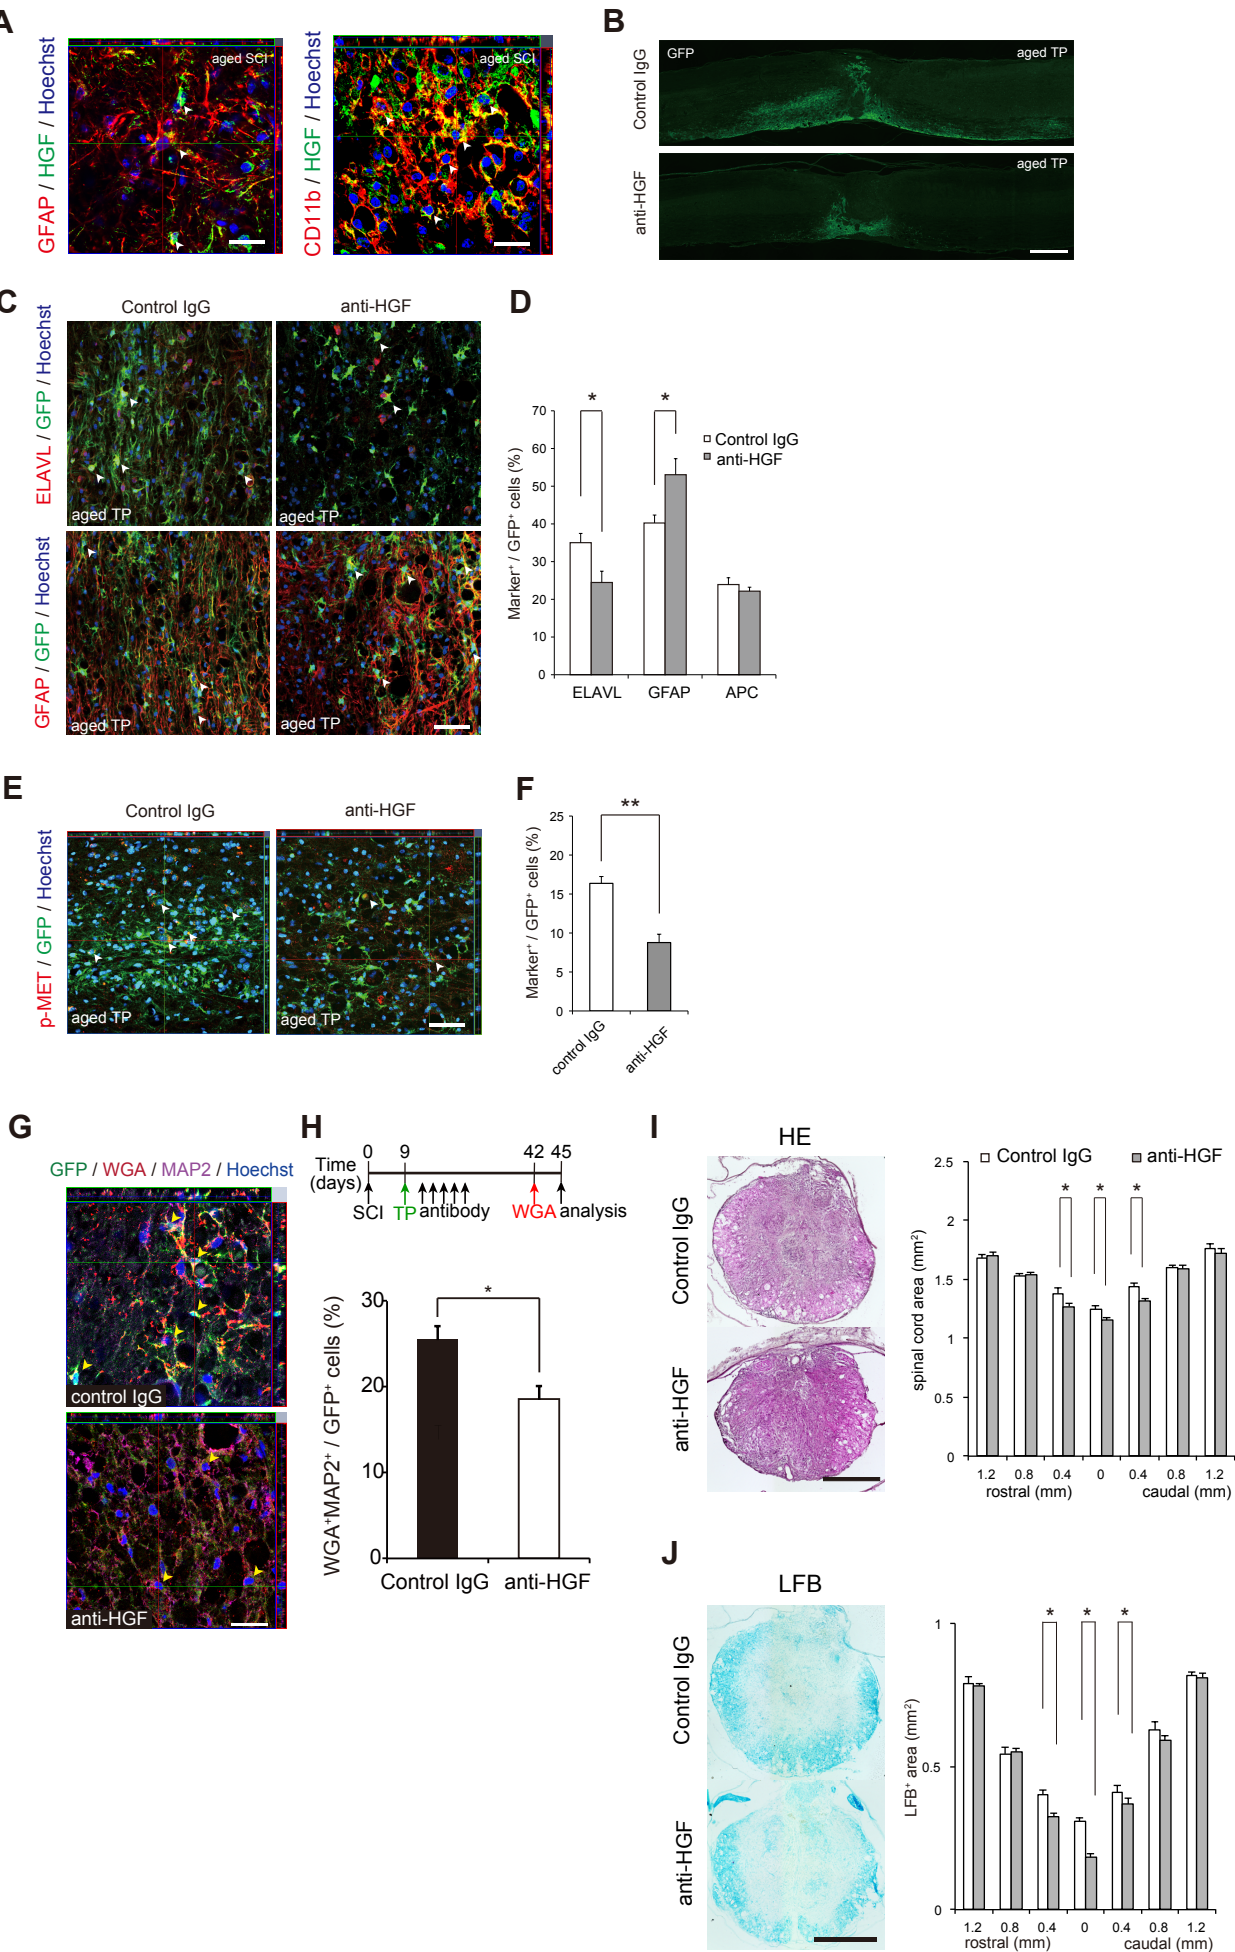

**Table S1. Summary of mice used in this study**

|                         | Exp1  | Exp2  | Exp3  | Exp4  | Exp5  | Exp6  | Total   |
|-------------------------|-------|-------|-------|-------|-------|-------|---------|
| <b>Young mice group</b> |       |       |       |       |       |       |         |
| normal                  | 5     | 0     | 0     | 0     | 0     | 0     | 5       |
| SCI                     | 24(2) | 9(1)  | 15(2) | 12(1) | 0     | 4     | 64(6)   |
| Histology 9 d (SCI)     | 4     | 0     | 0     | 0     | 0     | 0     | 4       |
| RNA 9 d (SCI)           | 6     | 0     | 0     | 0     | 0     | 0     | 6       |
| Transplantation (NSC)   | 0     | 5(1)  | 6     | 8     | 0     | 0     | 19(1)   |
| Histology 35 d (TP)     | 0     | 4     | 6     | 0     | 0     | 0     | 10      |
| MEP 35 d (TP&PBS)       | 0     | 0     | 8     | 0     | 0     | 0     | 8       |
| BrdU 11-13 d (TP)       | 0     | 0     | 0     | 4     | 0     | 0     | 4       |
| WGA 42 d (TP)           | 0     | 0     | 0     | 4     | 0     | 0     | 4       |
| Transplantation (PBS)   | 0     | 4     | 6     | 0     | 0     | 0     | 10      |
| Transplantation (Fibro) | 0     | 0     | 0     | 0     | 0     | 4     | 4       |
| <b>Aged mice group</b>  |       |       |       |       |       |       |         |
| normal                  | 5     | 0     | 0     | 0     | 0     | 0     | 5       |
| SCI                     | 22(8) | 10(2) | 14(5) | 11(4) | 38(7) | 26(6) | 121(32) |
| Histology 9 d           | 4     | 0     | 0     | 0     | 0     | 0     | 4       |
| RNA 9 d                 | 6     | 0     | 0     | 0     | 0     | 0     | 6       |
| Transplantation (NSC)   | 0     | 6(1)  | 5     | 4     | 14(1) | 9(1)  | 38(3)   |
| Histology 35 d (TP)     | 0     | 5     | 5     | 0     | 0     | 0     | 10      |
| MEP 35 d (TP&PBS)       | 0     | 0     | 8     | 0     | 0     | 0     | 8       |
| BrdU 11-13 d (TP)       | 0     | 0     | 0     | 0     | 4     | 0     | 4       |
| WGA 42 d (TP)           | 0     | 0     | 0     | 4     | 0     | 0     | 4       |
| control IgG (TP)        | 0     | 0     | 0     | 0     | 4     | 0     | 4       |
| anti-HGF (TP)           | 0     | 0     | 0     | 0     | 5(1)  | 0     | 5(1)    |
| Transplantation (PBS)   | 0     | 3(1)  | 9(5)  | 3(1)  | 7(1)  | 0     | 22(8)   |
| Transplantation (Fibro) | 0     | 0     | 0     | 0     | 0     | 6(2)  | 6(2)    |
| Control IgG WGA (TP)    | 0     | 0     | 0     | 0     | 0     | 4     | 4       |
| anti-HGF WGA (TP)       | 0     | 0     | 0     | 0     | 0     | 4     | 4       |

Number of mice used (unplanned deaths)

## Supplemental Figure Legends

### **Figure S1. Comparison of axial sections of the spinal cord at the Th9 level and motor performance of young and aged mice under normal conditions (related to Figure 1)**

- (A) HE-stained axial sections of intact spinal cords obtained from young and aged mice. Scale bar: 500  $\mu\text{m}$ .
- (B) Quantitative analysis of HE-stained areas of spinal cord axial sections (n=4 mice/group). n.s., not significant.
- (C) BMS scores of young and aged mice (n=5 mice/group). n.s., not significant.
- (D) Quantification of the rotarod treadmill test (n=5 mice/group). \* $p < 0.05$ . Values are means with SEMs.

### **Figure S2. Histological and bioluminescence evaluations of the spinal cords of young and aged mice after NSC and Fibro TP (related to Figure 2)**

- (A) Fluorescence and phase-contrast images of NSCs derived from the E14.5 fetal brains of CAG-ffLuc transgenic mice. Scale bar: 50  $\mu\text{m}$ .
- (B) Representative images of differentiation-induced NSCs stained with anti- $\beta$ III tubulin (a marker for neurons), anti-GFAP (a marker for astrocytes), or anti-CNPase (a marker for oligodendrocytes) and quantification of the cells in each lineage. Scale bar: 50  $\mu\text{m}$ .
- (C) In vitro bioluminescence imaging and quantification of the photon count of CAG-ffLuc NSCs (n=3 independent experiments,  $R^2=0.9924$ ). Values are means with SEMs.
- (D) Representative images of HE-stained axial spinal cord sections of young and aged mice with SCI treated with NSC TP or with PBS (vehicle) and quantitative analysis of the spinal cord areas in HE-stained axial sections from different regions (n=5 mice/group). Scale bar: 500  $\mu\text{m}$ . \* $p < 0.05$ , \*\* $p < 0.01$ .
- (E) Representative images of LFB-stained axial spinal cord sections of young and aged mice with SCI treated with NSC TP or PBS (vehicle) and quantitative analysis of the myelinated areas revealed in LFB-stained axial sections from different regions (n=5 mice/group). Scale bar: 500  $\mu\text{m}$ . \* $p < 0.05$ , \*\* $p < 0.01$ .
- (F) Representative images of sagittal sections stained for NF200 at lesion epicenters of young and aged mice with SCI treated with NSC TP or with PBS (vehicle) and quantitative analysis of NF200-positive areas (n=5 mice/group). Scale bar: 500  $\mu\text{m}$ . \* $p < 0.05$ , \*\* $p < 0.01$ .
- (G) Representative images of axial sections stained for 5-hydroxytryptamine (5HT) at the lumbar intumescences of the young and aged mice with SCI treated with NSC TP or PBS and quantitative

analysis of the 5HT-positive areas (n=5 mice/group). Scale bar: 20  $\mu$ m. \*\*p<0.01. Values are means with SEM.

(H and I) Representative bioluminescence images and photon-count quantifications for young and aged mice after ffluc-fibroblast TP on days 0 (A), 7, 21, and 35 (B) (n=4 mice/group).

(J) Time courses of changes in BMS scores of young and aged SCI mice with fibroblast (n=4 mice/group). \*p<0.05.

(K) Rotarod treadmill test performed 6 weeks after SCI (n=4 mice/group). \*p<0.05. Values are means with SEMs.

**Figure S3. Electrophysiological transmission across the lesion site in young mice (related to Figure 3)**

The intact young mice showed a short latency response ( $7.62 \pm 0.54$  ms), which was completely abolished in young vehicle control mice with SCI. The evoked responses were well restored in young SCI mice after NSC TP ( $8.05 \pm 0.45$  ms).

**Figure S4. Functional blockage with an anti-HGF antibody hindered the therapeutic effect of NSC transplantation in the aged TP group (related to Figure 4)**

(A) Representative images of GFAP+ HGF+ cells (arrowheads) and CD11b+ HGF+ cells (arrowheads) in aged mice 9 days after SCI. Scale bar: 20  $\mu$ m.

(B) Representative images of sagittal sections of the spinal cord stained for GFP. Scale bar: 500  $\mu$ m.

(C) Representative images of sections stained for GFP/ELAVL and GFP/GFAP. Tissue samples were collected from aged mice treated with TP and either control IgG or anti-HGF antibody. Scale bar: 100  $\mu$ m.

(D) Quantification of the immunostained cells in the experiments in (C) (n=4 mice/group). \*p<0.05. Values are means with SEMs.

(E) Representative images of the sections stained for GFP/p-MET. Tissue samples were collected from the aged SCI mice treated with control IgG or anti-HGF antibody. Scale bar: 100  $\mu$ m.

(F) Quantification of p-MET-positive cells in the experiment in (E) (n=4 mice per group). \*\*p<0.01. Values are means with SEMs.

(G) Representative images of WGA+ MAP2+ NSC-derived cells (arrowheads) at lesion epicenters of aged mice with SCI treated with TP and either control IgG or anti-HGF antibody, 3 days after WGA injection into the motor cortex. Scale bar: 50  $\mu$ m.

(H) Experimental plan (upper panel) and quantification of WGA+ MAP2+ NSCs-derived cells in the experiments in (A) (n=4 mice/group). \*p<0.05.

(I) Representative images of HE-stained axial spinal cord sections of the aged mice with SCI treated with TP and either control IgG or anti-HGF antibody, and quantitative analysis of the spinal cord areas in HE-stained axial sections from different regions (n=4 mice/group). Scale bar: 500  $\mu$ m. \*p<0.05.

(J) Representative images of LFB-stained axial spinal cord sections of aged mice with SCI treated with TP and administered with control IgG or anti-HGF antibody, and quantitative analysis of the myelinated areas revealed in the LFB-stained axial sections from different regions (n=4 mice/group). Scale bar: 500  $\mu$ m. \*p<0.05.

## **Supplemental Experimental Procedures**

### **Fibroblast culture**

Adult skin fibroblasts were obtained from 8-week-old CAG-fluorescent protein-fused Luciferase (*ffLuc*) transgenic mice (Hara-Miyauchi et al., 2012). To obtain these cells, skin was peeled from the body of adult mice, minced into 5-mm pieces, placed on culture dishes, and incubated in Dulbecco's modified Eagle's medium, containing 10% fetal bovine serum, 50 U penicillin, and 50 mg/ml streptomycin (Matsui et al., 2012). Cells that migrated out of the skin pieces were trypsinized and transferred to new plates. We used the adult mouse fibroblasts at passage 3-5 for fibroblast transplantation (Tsuji et al., 2011).

### **Bioluminescence imaging**

A Xenogen-IVIS spectrum cooled charge-coupled device optical macroscopic imaging system (Caliper Life-Sciences, Hopkinton, MA, USA) was used for bioimaging. The NSCs were injected into the injured spinal cord with D-Luciferin (150 ng/ml), and the photon counts were examined on day 0. Thereafter, the survival of the NSCs was monitored for 5 weeks via intraperitoneal injections of D-Luciferin (0.3 mg/g body weight) and measurements of the photon counts as previously described (Okada et al., 2005).

### **Gene expression analyses**

Injured and naive mice were anesthetized and transcardially perfused with heparinized saline (5 U/ml) 9 days after injury (n=3 each). Dissected segments of the spinal cord at the Th9 level were rapidly frozen and placed in TRIzol (Invitrogen). Total RNA was isolated using an RNeasy Mini Kit (Qiagen Inc., Hilgen, Germany), following the manufacturer's instructions. For microarray analyses, RNA quality was assessed using a 2100 Bioanalyzer (Agilent Technologies Inc., Santa Clara, CA, USA), and 100 ng of total RNA was reverse transcribed, biotin labeled, and hybridized to a GeneChip® Mouse Genome 430 2.0 Array (Affymetrix Inc., Santa Clara, CA, USA). The array was subsequently washed and stained in a Fluidics Station 450 according to the manufacturer's instructions. Microarrays were scanned using a GeneChip Scanner 3000 7G, and the raw image files were converted to normalized signal intensity values using the MAS 5.0 algorithm. PCA was performed using the Gene Spring GX software (Agilent Technologies Inc.). For cluster analyses, the normalized data were narrowed down using cutoff values for each expression signal (>50) and fold changes (i.e., the difference between the signal from the young injured spinal cords and that of the aged injured spinal cords was greater than 2). The heat map was created with GeneSpring GX. GO term enrichment was performed for the genes that exceeded the

above-described cut-off value (Mistry et al., 2012). qRT-PCR was performed using ABI 7900HT (Applied Biosystems) and TaqMan probes (Applied Biosystems).

### **Histological analyses**

The mice were anesthetized and transcardially perfused with 4% paraformaldehyde in 0.1 M PBS. The spinal cords were removed, embedded in OCT compound (Sakura Finetech Co., Ltd., Tokyo, Japan), and sectioned in the sagittal or axial planes at 12  $\mu$ m on a cryostat (Leica CM3050 S, Wetzlar, Germany). Spinal cords were histologically evaluated with hematoxylin-eosin (HE) staining, Luxol Fast Blue (LFB), and immunohistochemistry. Tissue sections were stained with the following primary antibodies: anti-GFAP (rat IgG, Invitrogen, CA, USA A11007), anti-GFP (rabbit IgG, Frontier Institute, Hokkaido, Japan Af2020), anti-BrdU (rat IgG, Abcam, Cambridge, UK ab6326), anti-ELAVL (Hu) (human IgG, a gift from Dr. Robert Darnell, Rockefeller University, NY, USA), anti-HGF (goat IgG, R&D Systems, Inc., MN, USA AF2207), anti-CD11b (rat IgG, Abcam, Cambridge, UK ab8878), anti-APC (mouse IgG, Abcam, Cambridge, UK ab16894), anti- $\beta$ III tubulin (mouse IgG, Sigma-Aldrich, MO, USA T8660), anti-Bassoon (mouse IgG2a, Stressgen, Brussels, Belgium SAP7F407), anti-MAP2 (mouse IgG1, Sigma-Aldrich M4403), anti-CNPase (mouse IgG1, Sigma-Aldrich C5922), anti-NF200 (mouse IgG1, Millipore, MA, USA MAB5262), anti-5HT (goat IgG, ImmunoStar, Hudson, WI, USA 20080), and anti-p-MET (goat IgG, Santa Cruz Biotechnology, CA, USA sc514148). For DAB staining, a biotinylated secondary antibody (Jackson ImmunoResearch Laboratory, Inc., PA, USA 200-002-211) was used after exposing the sections to 0.3% H<sub>2</sub>O<sub>2</sub> for 30 minutes at room temperature to inactivate the endogenous peroxidase. Signals were enhanced with the Vectastain ABC kit (Vector Laboratories, Inc., CA, USA). Quantitative analyses of the histological findings were performed using a BZ 9000 microscope and Dynamic Cell Count BZ-HIC software (Keyence Co., Osaka, Japan). Threshold values were maintained at a constant level for all analyses. The GFP<sup>+</sup>, HE-stained, and LFB-stained areas were quantified using images of the axial sections of the lesion epicenter and 0.4 mm, 0.8 mm, and 1.2 mm rostral and caudal to the epicenter at 100 $\times$  magnification (n=5 each). To quantify the NF200 fibers, four regions were automatically captured within the midsagittal sections of the lesion epicenter and 4.0 mm rostral and caudal to the epicenter at 400 $\times$  magnification (n=5 each). To assess the 5HT<sup>+</sup> fibers, five automatically captured regions within the axial sections were analyzed at the lumbar intumescence (n=5 each). To quantify the proportions of each cell phenotype among the grafted cells *in vivo*, five regions were captured within sagittal sections of the lesion epicenter at 200 $\times$  magnification using an LSM 700 confocal laser-scanning microscope (Carl Zeiss, Munich, Germany). GFP<sup>+</sup> and phenotypic marker double- or triple-positive cells were counted in each section (n=5 each).

### **Immuno-electron microscopy**

Spinal cords collected from aged mice with TP were cut into 12- $\mu$ m cryosections, which were then incubated with 5% Block Ace (DS Pharma Biomedical) and 0.1% saponin in 0.1 M phosphate buffer for 1 h. The sections were then immunostained with a primary rabbit anti-GFP antibody (1:100 MBL 598) for 72 h and a nanogold-conjugated anti-rabbit secondary antibody (1:100 Invitrogen N24916) for 24 h at 4°C. After 2.5% glutaraldehyde fixation, the nanogold signals were enhanced with an HQ-Silver kit (Nanoprobes Inc.) for 10 min. Samples were post-fixed with 0.5% osmium tetroxide; dehydrated with ethanol, acetone, and QY1 (N-butyl glycidyl ether); and embedded in Epon. Ultrathin (80 nm) sagittal spinal cord sections were stained with uranyl acetate and lead citrate for 10 and 12 min, respectively. The sections were examined under a transmission electron microscope (JEOL model 1230) and photographed using a Digital Micrograph 3.3 (Gatan Inc., CA, USA).

### **Electrophysiology**

Electrophysiological experiments were conducted with an electromyography (EMG)/evoked potential measuring system (Neuropack S1 MEB-9400 series, Nihon Kohden, Tokyo, Japan). Young and aged SCI mice treated with TP or PBS were anesthetized with an i.p. injection of ketamine (40 mg/kg) and xylazine (4 mg/kg) as previously described (Nori et al., 2011). An electrode was inserted into the spinal cord in the occipito-cervical area to induce motor-evoked potential (MEPs). The potentials were recorded with two needle electrodes in each hindlimb. The ground electrode was placed subcutaneously between the coil and the recording electrodes. To induce MEPs, a 0.4-mA stimulus was applied at the electrode; the pulse duration in all experiments was 0.2 ms. The onset latency was measured as the time in milliseconds between the stimulus and the onset of the first wave. Ten responses were averaged and sorted for off-line analyses (Yasuda et al., 2011).

### **WGA tracing**

To visualize selective and functional trans-synaptic neuronal pathways, WGA recombinant protein (10 mg/ml, 2  $\mu$ l per cortex; Invitrogen, CA, USA) was injected into the motor cortex. In this system, WGA injected into well-mapped neural pathways labels polysynaptic neurons. WGA protein is efficiently transported through the axons and dendrites of host and grafted neurons.

### **Antibody administration**

For in vitro neurosphere culture and differentiation assays, recombinant mouse HGF (10 and 20 ng/ml; R&D Systems, Inc., MN, USA) and an anti-HGF antibody (400 ng/ml; R&D Systems AF2207) were used. For in vivo functional blocking, a goat IgG-neutralizing antibody against mouse HGF (50 µg/kg; R&D Systems AF2207) and an isotype-matched control goat IgG (R&D Systems AB108C) were administered systemically via five intraperitoneal injections administered twice per week for two and one-half weeks beginning immediately after NSC transplantation in the aged mice.

## Supplemental References

Hara-Miyauchi, C., Tsuji, O., Hanyu, A., Okada, S., Yasuda, A., Fukano, T., Akazawa, C., Nakamura, M., Imamura, T., Matsuzaki, Y., et al. (2012). Bioluminescent system for dynamic imaging of cell and animal behavior. *Biochem Biophys Res Commun* 419, 188-193.

Tsuji, O., Miura, K., Okada, Y., Fujiyoshi, K., Mukaino, M., Nagoshi, N., Kitamura, K., Kumagai, G., Nishino, M., Tomisato, S., et al. (2010). Therapeutic potential of appropriately evaluated safe-induced pluripotent stem cells for spinal cord injury. *Proc Natl Acad Sci U S A* 107, 12704-12709

Matsui, T., Takano, M., Yoshida, K., Ono, S., Fujisaki, C., Matsuzaki, Y., Toyama, Y., Nakamura, M., Okano, H., Akamatsu, W. (2012). Neural Stem Cells Directly Differentiated from Partially Reprogrammed Fibroblasts Rapidly Acquire Gliogenic Competency. *Stem Cells* 30, 1109-1119

Mistry, D.S., Chen, Y.F., and Sen, G.L. (2012). Progenitor Function in Self-Renewing Human Epidermis Is Maintained by the Exosome. *Cell Stem Cell* 11, 127-135.

Nori, S., Okada, Y., Yasuda, A., Tsuji, O., Takahashi, Y., Kobayashi, Y., Fujiyoshi, K., Koike, M., Uchiyama, Y., Ikeda, E., et al. (2011). Grafted human-induced pluripotent stem-cell-derived neurospheres promote motor functional recovery after spinal cord injury in mice. *Proc Natl Acad Sci U S A* 108, 16825-16830.

Okada, S., Ishii, K., Yamane, J., Iwanami, A., Ikegami, T., Katoh, H., Iwamoto, Y., Nakamura, M., Miyoshi, H., Okano, H.J., et al. (2005). In vivo imaging of engrafted neural stem cells: its application in evaluating the optimal timing of transplantation for spinal cord injury. *FASEB J* 19, 1839-1841.

Yasuda, A., Tsuji, O., Shibata, S., Nori, S., Takano, M., Kobayashi, Y., Takahashi, Y., Fujiyoshi, K., Hara, C.M., Miyawaki, A., et al. (2011). Significance of remyelination by neural stem/progenitor cells transplanted into the injured spinal cord. *Stem Cells* 29, 1983-1994.

# Supplementary material for: Enhanced Functional Recovery from Spinal Cord Injury in Aged Mice after Stem Cell Transplantation through HGF Induction
**Source:** Stem Cell Reports. 2017 Feb 16;8(3):509–18. doi: 10.1016/j.stemcr.2017.01.013
**Supplement:** Document S2. Article plus Supplemental Information

## Enhanced Functional Recovery from Spinal Cord Injury in Aged Mice after Stem Cell Transplantation through HGF Induction

Morito Takano,<sup>1,2</sup> Soya Kawabata,<sup>1,2</sup> Shinsuke Shibata,<sup>2</sup> Akimasa Yasuda,<sup>1</sup> Satoshi Nori,<sup>1</sup> Osahiko Tsuji,<sup>1</sup> Narihito Nagoshi,<sup>1</sup> Akio Iwanami,<sup>1</sup> Hayao Ebise,<sup>3</sup> Keisuke Horiuchi,<sup>1</sup> Hideyuki Okano,<sup>2,\*</sup> and Masaya Nakamura<sup>1,\*</sup>

<http://dx.doi.org/10.1016/j.stemcr.2017.01.013>

### SUMMARY

The number of elderly patients with spinal cord injury (SCI) is increasing worldwide, representing a serious burden for both the affected patients and the community. Previous studies have demonstrated that neural stem cell (NSC) transplantation is an effective treatment for SCI in young animals. Here we show that NSC transplantation is as effective in aged mice as it is in young mice, even though aged mice exhibit more severe neurological deficits after SCI. NSCs grafted into aged mice exhibited better survival than those grafted into young mice. Furthermore, we show that the neurotrophic factor HGF plays a key role in the enhanced functional recovery after NSC transplantation observed in aged mice with SCI. The unexpected results of the present study suggest that NSC transplantation is a potential therapeutic modality for SCI, even in elderly patients.

### INTRODUCTION

In the United States, approximately 12,000 patients are newly diagnosed with spinal cord injury (SCI) annually (Sahni and Kessler, 2010). Patients with SCI often develop permanent and devastating neurologic deficits and disabilities that may impose major burdens on themselves and society. Although approximately half of SCIs occur in adolescents and young adults between the ages of 16 and 30 years, the number of patients over 60 years with SCI has increased in recent years (Pickett et al., 2006; van den Berg et al., 2010). It is thus important to develop a better understanding of the pathophysiology of SCI in elderly patients and to provide improved therapeutic options for these patients.

Due to the poor regenerative capacity of the CNS, there are few treatment options for SCI, and these options yield only modest clinical benefits at best. However, emerging data suggest that cell transplantation (TP) therapies represent a potential therapeutic intervention for SCI. We and others have shown that cell TP into animals with SCI significantly improves neuronal defects and stimulates functional recovery (Barnabe-Heider and Frisen, 2008; Mothe and Tator, 2012; Nakamura and Okano, 2012). While the precise mechanisms underlying the beneficial effects of cell TP to the injured spinal cord are not fully understood, potential mechanisms include the replacement of lost cells, neuroprotection and trophic support, and the facilitation of axon outgrowth (Sahni and Kessler, 2010). Although the results of previous studies appear

promising and may serve as a basis for future clinical applications, most of them have been performed using relatively young animal models. Thus, even though the number of elderly patients with SCI is currently on the rise, few studies have focused on the pathophysiology of SCI and the efficacy of cell TP therapy in aged animals. In general, the regenerative capacity of damaged tissues, including those of the CNS, declines with age, so even if cell TP therapy proves effective for younger patients with SCI, it may have only limited efficacy, or may not even be applicable, for aged patients.

To address these issues, we examined the efficacy of neural stem cell (NSC) TP in aged mice with SCI. Our results show that aged mice have the capacity to support the survival and differentiation of grafted cells and do so even more efficiently than younger mice. Furthermore, we identified hepatocyte growth factor (HGF) as a crucial factor in this enhanced functional recovery of aged mice. Taken together, our results shed light on the pathophysiology of SCI in aged animals and suggest that cell TP represents a potentially effective therapy for both young and elderly patients with SCI.

### RESULTS

#### Aged Mice Exhibit Distinct Gene Expression Patterns after SCI

We first sought to better understand how aging affects SCI and the recovery from neurological deficits caused by SCI.

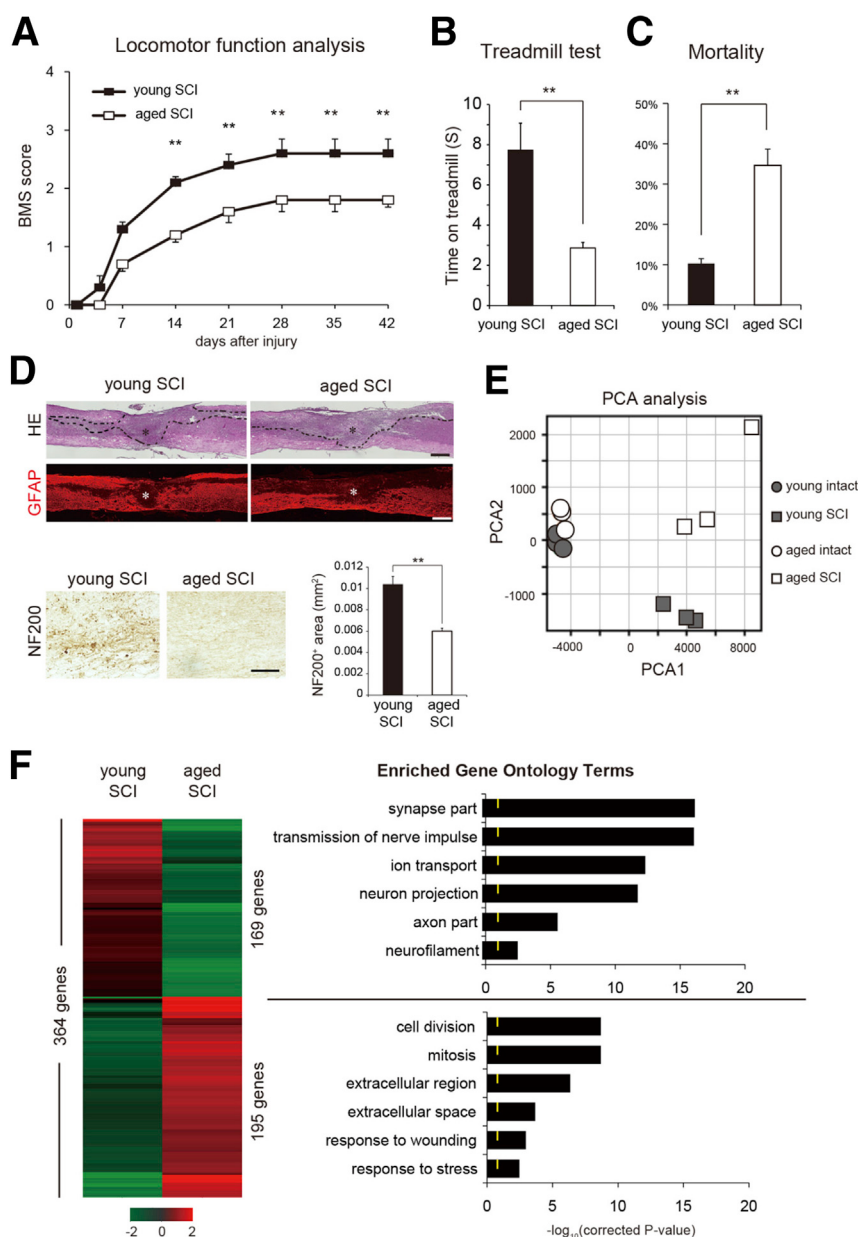

**Figure 1. After SCI, Aged Mice Exhibit More Severe Defects than Young Mice**

(A) Time courses of changes in the BMS scores of the young and aged mice after SCI (n = 5 mice/group). \*\*p < 0.01.

(B) Rotarod treadmill test performed 6 weeks after SCI (n = 5 mice/group). \*\*p < 0.01.

(C) Mortality rates of the young and aged mice after SCI (n = 4 independent experiments, young SCI: 2/24, 1/9, 2/15, 1/12; aged SCI: 8/22, 2/10, 5/14, 4/11). \*\*p < 0.01.

(D) Representative images of H&E-stained and GFAP-immunostained sagittal sections of the spinal cord 9 days after SCI (upper panels: \*indicates the lesion epicenter). The damaged areas are enclosed by dashed lines. Scale bars, 500  $\mu$ m. Representative images of NF200-immunostained sections of the injured spinal cord and quantification of the NF200-positive cells in the aged and young mice (lower panels; n = 4 mice/group). Scale bar, 100  $\mu$ m. \*\*p < 0.01.

(E) Principal component analysis (PCA) of the mRNA microarray data from the spinal cord samples collected from the young and aged mice with and without SCI.

(F) Heatmap depicting the mRNA microarray profile of the spinal cord samples collected from the aged mice with SCI relative to that of the young mice with SCI (left panel). Up- and downregulated genes are shown in shades of magenta and green, respectively. Ontology analysis of the genes that were differentially expressed between the young and aged mice with SCI (right panel). Yellow marks indicate p = 0.5. Values are means with SEMs.

Contusion SCIs were induced by an impactor at the Th9 level in young (2- to 3-month-old) and aged (15- to 18-month-old) mice (Table S1). In accordance with previous studies (Genovese et al., 2006; Siegenthaler et al., 2008), the aged mice exhibited less functional recovery from SCI than the young mice, as assessed by evaluations of locomotor function based on Basso Mouse Scale (BMS) scores (Basso et al., 2006), a locomotor rating scale based on the frequency analyses of seven locomotor categories, and rotarod treadmill tests (Figures 1A and 1B). Five weeks after SCI, 80% of the young mice were able to partially support their body weight on their back paws, whereas 90% of

the aged mice could barely move their legs. Furthermore, the mortality rate after SCI was significantly higher in the aged than in the young mice (Figure 1C). Histological analyses of spinal tissue collected 9 days after SCI revealed that the volumes of the damaged areas was significantly larger in the aged mice than in the young mice (Figure 1D). In addition, there were few neurofilament 200 (NF200)-positive cells in the lesion epicenters in the aged than in the young mice.

To gain insight into the differences in the effects of SCI between young and aged mice at the molecular level, we next investigated the gene expression profiles of the spinal

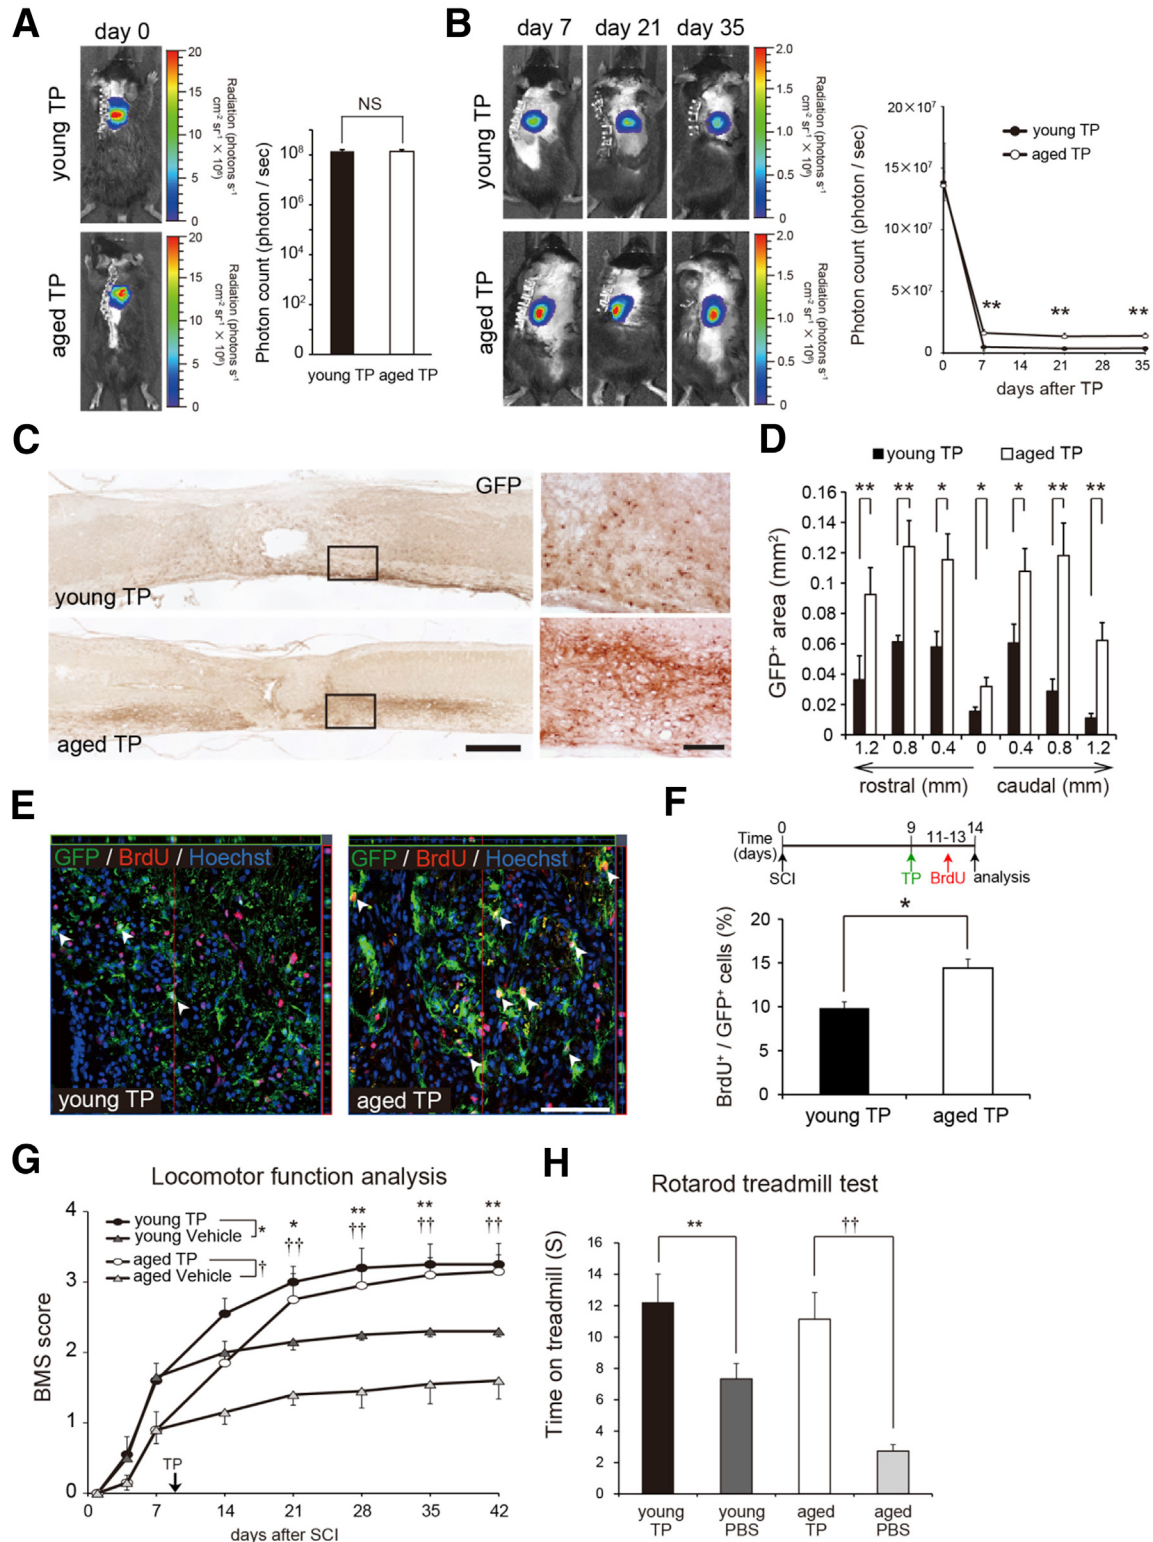

**Figure 2. NSC TP Is as Effective in Aged Mice as It Is in Young Mice after SCI**

(A and B) Representative bioluminescence images and photon-count quantifications for young and aged mice after TP on days 0 (A), 7, 21, and 35 (B) ( $n = 10$  mice/group).  $**p < 0.01$ .

(legend continued on next page)

How the deposited data were processed for this re-analysis (not part of the article)

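Gene expression was measured in spinal cord segments, taken at the Th9 level after perfusion with heparinized saline, of 12 female C57BL/6J mice, 3 in each of 4 groups formed by age (young, 2 to 3 months; aged, 15 to 18 months) and by injury (intact cord, or 9 days after a contusion). Each mouse gave 1 GeneChip Mouse Genome 430 2.0 array. The authors scanned the arrays and converted the images to signal intensities with the MAS 5.0 algorithm, which corrects the background, sets each probe against its mismatch partner and scales the array, so these steps are already in the deposited values. The version of that software is not given in the sources used here. The deposited intensities are on a linear scale, with no transformation to logs and no centring of probes, and every array has a trimmed mean of 100. Groups and replicates were taken from the sample labels and the methods of the paper. Detection calls and scan dates were not used here, so batches could not be checked, and the number of arrays limits the precision.

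Probes were named through the platform annotation given with the data, which pairs 34958 of 45101 probes with 1 gene, and probes with several genes or none were not named. The study describes its own selection as a signal above 50 and a difference of over 2-fold. The paper names tests for its histological, behavioral and electrophysiological measurements, and its text names none for the arrays. Features past these cutoffs were counted on linear group means, with the signal above 50 in at least 1 of the 2 groups compared. For all tests the log2 of the intensities was taken. Each gene was represented by its probe of highest mean signal over the 12 arrays, and the 10511 genes with a mean above 50 in at least 1 of the 4 groups were fitted with limma 3.58.1 in R 4.3.3, with 1 mean per group over all 12 arrays and moderation of the variances with a trend on the mean. There were 5 comparisons: aged minus young in injured and in intact cord, injured minus intact in young and in aged mice, and the interaction of age and injury. P values were adjusted by Benjamini-Hochberg over the genes of each comparison, and a gene was called at an adjusted p under 0.05. A gene under the cutoff that the study names was tested in a fit without the cutoff.

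Of 38 lists of genes for cell types and functions, 33 had at least 5 genes tested and were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. The overlap of the lists with the features past the cutoffs of the study was tested with a one-sided Fisher's exact test over the genes that could have passed, each taken by its probe of highest mean signal. Principal components were computed from log2 signals of probes above the cutoff, and distances between and within the ages were compared with an exact permutation test. The Hgf probes were also compared with exact permutation tests (two-sided). Intervals of list medians are 95% intervals from 2000 bootstrap draws over genes. The fit was tested on simulated data with known changes before it was used.

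The genes named in the text follow a rule: for each comparison, the 12 largest positive and the 12 largest negative log2 fold changes among called genes whose 3 arrays of one group all lie above those of the other (for the interaction, among called genes); every gene that the study names for the arrays or stains for; and up to 4 members of each list by smallest adjusted p, or by the size of the log2 fold change where none was called. Fig. 4A of the paper had been seen when the rule was written. The rule, the tests, the lists and the alternatives were fixed before the data were examined, except for the list set beside the homeostatic microglia, the test of each blood and lymphoid list, the tests of lesion tissue, the tests of single arrays on the neuronal and cell cycle lists, and 3 alternatives, the medians of the lists in intact cord with each intact array left out, those of the blood and lymphoid lists there, and the counts of called list genes in intact cord, with injury and for the interaction with each array left out, which were chosen after seeing the data. The alternatives were quantile normalization, scaling to the 75th percentile, other cutoffs on signal or none, 16 added to each signal, signals under 50 set to 50, the mean of the probes of a gene, other settings of the variance model, weights for the arrays, the replicate number as a block, only the arrays of the 2 groups compared, and each array left out in turn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15 with numpy 2.4.6. Some genes that the rule or Fig. 4A names are not reported here, and the measurements of the paper made without arrays were not analysed here.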

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

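The test of a larger share of microglia against the macrophage and microglia list, the medians of the blood and lymphoid lists with an array left out, the tests of lesion tissue, the tests of single arrays on the neuronal and cell cycle lists, and the list medians and counts in intact cord with an array left out were chosen only after the results were seen.

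In intact cord, a comparison for which the paper lists no genes, limma called 85 genes between the ages (37, 42 and 33 without young intact replicates 1, 2 and 3, 38, 36 and 42 without aged intact replicates 1, 2 and 3 and 217 without aged injured replicate 1), and 13 of 37 macrophage and microglia (7 without young intact replicate 3, and 8 without aged intact replicate 2), 3 of 15 antigen presentation (1, 1 and 1 without young intact replicates 1, 2 and 3, 1 and 1 without aged intact replicates 1 and 2, and 7 without aged injured replicate 1) and 5 of 15 complement genes (3, 3 and 3 without young intact replicates 1, 2 and 3, 3 and 3 without aged intact replicates 2 and 3, and 3 without young injured replicate 1) were higher in aged mice and none was lower. Whether blood or lymphoid cells left in the tissue carry the difference cannot be told apart from an effect of age, although the cords were taken after perfusion with saline, which clears blood from the vessels: the 17 detected genes of the T cell, B cell, neutrophil and erythroid lists had a median log2 fold change of 0.0196 (-0.246 to 0.259) against 0.932 (0.855 to 1.03) for the 57 higher genes and 0.668 (0.528 to 0.834) for the macrophage and microglia list, but the bound set on this median was wrong, since it was 0.664 without aged intact replicate 1, where that of the 9 neutrophil genes went from -0.246 to 0.686 (and to -0.922 without aged intact replicate 2), and the 4 B cell genes, none called, lay at 0.259 to 0.912. Whether a larger share of microglia is the whole cause cannot be told apart from a change of their state, since the homeostatic microglia list had a median of 0.463 (0.227 to 0.577), an interval that overlaps that of the macrophage and microglia list, and since the higher genes were picked for their size and give no measure for it. With each intact array left out, the macrophage and microglia list, which was not picked from these values, kept a median of 0.62 to 0.70 against 0.67, which argues against 1 array as the source, while the 100.0% of the higher genes that kept at least 50% of their log2 fold change decide nothing, as they were picked for a small spread. A change of state of microglia with age, as a hypothesis, stays open, as do infiltrating macrophages and batches, which were not tested, and with 10 splits of the 6 arrays, of which 1, the real one, gave as many genes (85, highest other 0), the splits are too few for a share under 0.05.

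In injured cord limma called 945 genes between the ages (297, 296 and 418 without young injured replicates 1, 2 and 3, 613, 3074 and 479 without aged injured replicates 1, 2 and 3, 607 and 596 without young intact replicates 1 and 2, and 0 with only the injured arrays, with 1974 at an unadjusted p under 0.05), and 94.3% of them were called with the same sign after quantile normalization, which argues against the scaling by MAS 5.0 as their cause. Whether a larger share of lesion tissue in the aged segments is the whole cause cannot be told apart from an effect of age: the fibroblast and meningeal list, which injury raised by a median of 1.30 in young and 0.84 in aged mice, was lower in aged injured cord, at -0.24 (-0.522 to -0.151; camera, adjusted p = 0.00184, but adjusted p = 0.775 with an estimated correlation, 0.0629 without young injured replicate 1 and 0.111 without aged injured replicate 2), but it had a median of -0.16 (-0.305 to -0.0532) between the ages in intact cord too, and its median interaction of age and injury, -0.273 (-0.453 to -0.0431), was called by neither camera (adjusted p = 0.502) nor fry (adjusted p = 0.826), and while 635 of the called genes ran along the injury response of young mice, 310 ran against it, with 148 of the 481 lower genes lowered and 146 raised by injury in young mice and 311 lowered and 52 raised in aged mice, counts that the shared arrays push against a larger share in young and towards it in aged mice. In intact cord the median of the fibroblast and meningeal list was -0.05 without aged intact replicate 3. For the neuronal lists both explanations stay open. Across genes the age difference ran along the injury response of young mice with r = 0.548, where shared arrays alone gave -0.498. The covariance was 0.249 against -0.0208, and r was 0.261 without aged injured replicate 1. The pooled median of the 135 genes of the neuronal lists went from -0.719 to -0.113 without that array. A single cord with more tissue loss may therefore carry the difference. Of all called genes, 99.0% or more kept at least 50% of their log2 fold change with any 1 injured array left out, but this bound was set wrongly, since the genes were picked for a small spread, and whether 1 array sets the difference cannot be told apart from an effect of age. With 10 splits of the 6 arrays, of which 1, the real one, gave as many genes (highest other 0), the splits are too few for a share under 0.05.

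In the cell cycle list 37 of 63 genes were higher in aged injured cord (23 without young intact replicate 2, 10, 7 and 21 without young injured replicates 1, 2 and 3, and 17 and 14 without aged injured replicates 1 and 3; camera, adjusted p = 1.23e-22, but adjusted p = 0.775 with an estimated correlation), and its median went from 1.02 to no less than 0.778 with any 1 injured array left out, the lowest without aged injured replicate 1, which argues against 1 array as its source. Limma called 46 genes whose injury response differed with age (19, 7 and 8 without young intact replicates 1, 2 and 3, 8, 7 and 13 without those of aged intact mice, 7 and 16 without young injured replicates 1 and 3 and 114, 526 and 17 without aged injured replicates 1, 2 and 3), and of 100 drawn assignments of age, 2, the real one included, gave as many, a share under 0.05. The draws mix the ages, so age differences enter the spread of the redrawn fits and can lower their counts. The share therefore cannot exclude chance for the count. The other assignment that gave as many gave 631 genes, several times the real count, and the cause of this was not tested. The mean distance within the aged injured group was 77.1, against 42.3, 37.6 and 36.1 within the young injured, aged intact and young intact groups. A longer or later wave of division in aged cord stays open as a hypothesis, since 1 day was sampled and the dividing cells were not identified.

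Among the genes whose injury response limma called different between the ages were, with their fitted differences on the log2 scale, Ccl3 at -3.13, Cst7 at -2.80, Cxcl10 at -2.38 and Lgals3 at -1.96 below 0 and Il7r at 2.23, Pbk at 2.06, Igfbp3 at 1.92 and Col1a1 at 1.86 above 0. Group means under 50 set some of these sizes, so they have no order, and with signals under 50 set to 50 the difference was 0.28 for Ccl3, -0.40 for Cst7, -0.62 for Cxcl10, 1.00 for Pbk and 0.71 for Col1a1, none of them called. The call of Ccl3 also ended with 16 added to each signal (adjusted p = 0.116). That of Cst7 ended without young intact replicate 2, young injured replicates 1 and 3 and aged intact replicates 2 and 3 (adjusted p of 0.0519 to 0.0660), and with 16 added to each signal and with signals under 50 set to 50 (adjusted p of 0.0662 to 0.444), and that of Cxcl10 with signals under 50 set to 50 (adjusted p = 0.0618). That of Il7r ended with any 1 array left out other than young intact replicate 1, young injured replicates 1 and 2 and aged injured replicates 1 and 2 (adjusted p of 0.0519 to 0.0660), and with the mean of its probes (adjusted p = 0.0981), and that of Col1a1 without young intact replicates 2 and 3 and aged intact replicates 1 and 2 (adjusted p of 0.0517 to 0.0607), and with signals under 50 set to 50 (adjusted p = 0.162). That of Pbk ended with any 1 array left out other than young intact replicate 1 and aged injured replicates 1 and 2 (adjusted p of 0.0578 to 0.119), and without the cutoff on signal and with signals under 50 set to 50 (adjusted p of 0.0521 to 0.0748), and that of Igfbp3 with any 1 array left out other than aged intact replicate 1 and aged injured replicates 1 and 2 (adjusted p of 0.0572 to 0.119), and without the cutoff on signal and without a trend in the spread (adjusted p of 0.0521 to 0.0544).

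Injury changed 7149 genes in young and 7936 in aged mice, comparisons that the paper does not report. In each, 1 of 10 splits of the 6 arrays, the real one, gave as many, and the highest other gave 0 in young and 0 in aged mice, so the splits are too few for a share under 0.05.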

How the results depend on the processing

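The list medians and counts of called list genes in intact cord with an array left out were alternatives chosen after seeing the data. The counts of genes changed by injury stayed within 1.5 times of 7149 in young and 7936 in aged mice under all 26 alternatives (5319 to 8088 and 5962 to 9281, and 6283 to 7602 and 7466 to 8007 with 1 array left out). Hgf stayed above 0 and not called under all 22 (0.198 to 0.715). These Hgf values are not all of the same probe. That without young intact replicate 1, 0.482, and the highest, 0.715, equal the differences of the 2 other Hgf probes, against 0.383 on the probe used. The range therefore mixes the choice of probe with the processing. The features past the cutoffs of the study in injured cord, 294, became 173 with a signal above 50 in both groups, 141 on all 6 arrays and 194 with a cutoff of 100, and 193 to 878 without aged injured replicates 1 and 2; in intact cord, 48 became 24, 21 and 30, and 30 with 1 probe per gene, since these settings keep fewer features. Other splits of the 6 injured arrays gave up to 309 such features, and of the intact arrays up to 10. The ratio of distances between and within the ages in intact cord, 1.24, was 1.42 on linear signals, 1.18 with unit variance, 1.02 over all probes, 1.27 over the 1000 probes of highest variance and 1.22 to 1.27 with 1 array left out, that of injured cord 0.995 to 1.57, and the first component carried 90.3, 66.4, 41.2 and 90.6% in the same order of settings. Genes whose response differs with age, 46, became 26 with scaling to the 75th percentile, 22 without a cutoff, 99 with signals under 50 set to 50, 27 without a trend, 827 with weights for the arrays, and 7 to 526 without young intact replicate 2 and aged injured replicate 2. Genes differing in intact cord, 85, became 53 with a signal above 50 in every group, 494 over the intact arrays alone, 692 with weights, and 33 to 217 without young intact replicate 3 and aged injured replicate 1; those in injured cord, 945, became 0 over the injured arrays alone (limma, with 1974 at an unadjusted p under 0.05), 1774 with weights, and 296 to 3074 without young injured replicate 2 and aged injured replicate 2. With scaling to the 75th percentile 534 of these were higher and 384 lower, against 464 and 481. The weights for the arrays were 0.132, 0.417 and 2.97 for aged injured replicates 1, 2 and 3. Fits with them therefore rest mainly on replicate 3 in that group. Of the 12 lists called in injured cord, 0 were called by camera with an estimated correlation (unadjusted p under 0.05 for 1 of 33) and 1 by fry, and 9 to 15 with 1 array left out; the 8 lists overlapping the features past the cutoffs became 7 to 15 without aged injured replicates 1 and 2, and 13 without young injured replicate 1.

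For called lists and called genes chosen under the rule for named genes, not all of which the text names, 1438 of their values under alternatives kept direction and call, 131 lost the call and 1 turned, and with 1 array left out 1240 kept and 222 lost it; 55 losses came with only the arrays of the 2 groups. Vegfb turned to 0.00669 with quantile normalization and 0.0233 with the 75th percentile and ranged from -0.104 to 0.0455 with 1 array left out, Met turned to 0.0156 and 0.00562, Pdgfa ranged from -0.229 to 0.0687, and the interaction of Ccl3 turned to 0.280 with signals under 50 set to 50. Apart from settings that keep fewer features or arrays, the cause was not tested. Signals under 50 limit what can be measured: Hgf has no value with a cutoff of 100, with a signal above 50 in every group or with signals under 50 set to 50. Another background correction could not be tried, as the values hold the one of MAS 5.0.

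With the replicate number as a block (replicate block) limma called 1042 genes in injured and 71 in intact cord, 7119 and 7882 with injury in young and aged mice, 22 for the interaction, and 13 lists. The numbers show no pairing outside the 2 injured groups: deviations of same-numbered arrays correlated at -0.113 to 0.0893 across genes. Between young and aged injured cord they correlated at 0.595, 0.667 and 0.0145, and 2 of 3 correlated best with their own number. Batches were not checked, so a pairing among the injured arrays stays open. With the block these calls ended: Cxcl14 (adjusted p = 0.0596) in injured cord, Col3a1 (0.0554), Mmp13 (0.0618) and Ifit2 (0.0949) in intact cord. For the interaction, those of Pbk (0.0600) and Igfbp3 (0.0706) ended.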

Differences from the paper's values

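The alternatives named here were set before the data were examined, other than the counts of called list genes in intact cord with an array left out. The paper gives 169 genes with lower expression in aged than in young injured cord, and 89 features passed the same cutoffs here, with the signal above 50 taken as in at least 1 of the 2 groups. The value here fell within 1.5 times of that of the paper with a signal above 50 on at least 1 of the 6 arrays (113), with geometric means (207) and without young injured replicate 3 (122), and it did not under the other 15 alternatives. The paper gives 364 genes in all and 195 with higher expression, against 294 and 205 features here. Counted as genes with any probe past the cutoffs, 229 passed in all, 157 higher and 72 lower. Only features paired with 1 gene enter these counts, 186 of the 205 higher and 82 of the 89 lower ones. The 229 did not fall within 1.5 times of the 364, and the 157 fell within 1.5 times of the 195. The features left out may stand for further genes, so the distance of the 229 from the 364 depends on how they are counted.

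The paper describes the intact cords as similar at both ages. Limma called 85 genes between them, 57 higher and 28 lower in aged mice (37, 42 and 33 without young intact replicates 1, 2 and 3, 38, 36 and 42 without aged intact replicates 1, 2 and 3 and 217 without aged injured replicate 1), among them 13 of 37 genes of macrophages and microglia (7 without young intact replicate 3, and 8 without aged intact replicate 2), while 0 of the synapse, transmitter, ion channel and axon genes were called by limma (0, 0, 0 and 1 with an unadjusted p under 0.05; 1 axon gene was called without aged injured replicate 1). With 1 intact array left out, 26 to 37 genes were called higher and 5 to 8 lower in aged intact cord. The paper relates the genes with higher expression in aged injured cord to the cell cycle, stress responses and the extracellular matrix. In the cell cycle list 37 of 63 genes were called higher (23 without young intact replicate 2, 10, 7 and 21 without young injured replicates 1, 2 and 3, and 17 and 14 without aged injured replicates 1 and 3; camera, adjusted p = 1.23e-22, but adjusted p = 0.775 with an estimated correlation). The stress response and extracellular matrix lists had medians of -0.13 and -0.02 on the log2 scale, with 5 and 9 genes called lower and 1 and 0 higher. The 5 lower stress response genes became 2, 3 and 1 without young injured replicates 1, 2 and 3, and 2 without aged injured replicate 3. Genes of these lists called higher numbered 3 and 4 without aged injured replicate 2, 3 and 4 with weights for the arrays and 3 and 3 with signals under 50 set to 50, and for the matrix list also 2 without young injured replicate 1 and 1 without young intact replicate 1 or aged intact replicate 1, while camera called neither list higher under any setting run. A list of wound response, acute phase and coagulation genes was enriched among the higher genes, with 6 of 26 (one-sided Fisher's exact test, adjusted p = 3.96e-05). Its median was 0.24, and camera did not call it (adjusted p = 0.117). The paper relates the genes with lower expression mostly to synapses, ion transport and axons. The lists for these had medians of -0.69, -0.73 and -0.73, and -0.11, -0.12 and -0.12 without aged injured replicate 1. None was enriched among the 61 genes with lower expression, counted on arithmetic means with 1 probe per gene (one-sided Fisher's exact test, adjusted p = 1, 1 and 0.696). With geometric means, which gave 207 lower features, this overlap was not tested. Camera called all 3 lower with all arrays (adjusted p = 1.82e-04, 1.45e-04 and 1.45e-04, but 0.775 for each with an estimated correlation), and without aged injured replicate 2 each was enriched among the features with lower expression (adjusted p = 4.78e-12, 8.75e-17 and 2.04e-14), with 24, 26 and 24 genes called lower.

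The paper states that several neurotrophic factors differed after SCI, and limma called 0 of the 13 genes of Fig. 4A analysed here on the probe used for each, of which 0 had an unadjusted p under 0.05. In a fit over all probes, the other Bdnf probe, at 9.30 ± 6.41 in aged and 28.8 ± 4.78 in young mice (SD, n = 3 each), both under 50, had an unadjusted limma p of 0.00394 (adjusted p = 0.0837), and the 2 Igf2 probes had unadjusted p values of 0.0391 and 0.0473 (adjusted p = 0.235 and 0.255). Igf2 passed without aged injured replicate 1 (adjusted p = 0.0286) and with weights for the arrays (adjusted p = 0.00661), and Shh passed without aged injured replicate 2 (adjusted p = 0.0262), each with a value below 0. Hgf, the largest increase in Fig. 4A, had a fitted log2 difference of 0.38 (standard error 0.44, adjusted p = 0.648) and Lif one of 0.34 (standard error 0.47), and as the signals of both lay under 50 in injured cord, these values have no order. For Hgf the paper also rests on a separate quantitative analysis of its transcripts (Fig. 4B), which the array values do not test. Pdgfb, which Fig. 4A shows as slightly lower in aged mice, had a log2 fold change of 0.32 (adjusted p = 0.245). The paper also states increases in several inflammatory cytokines in aged mice, and 2 of 19 genes of that list were called higher and 1 lower (camera, adjusted p = 0.244). Without aged injured replicate 2, 5 were called higher, and with quantile normalization, weights for the arrays or signals under 50 set to 50, 3 were. The list was enriched among the features with higher expression without young injured replicate 1, aged injured replicate 2 or aged injured replicate 3 (one-sided Fisher's exact test, adjusted p = 0.0161, 2.79e-05 and 1.60e-04, against 0.703 with all arrays).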

Other observations

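The list medians and counts of called list genes in intact cord with an array left out were the only values here chosen after seeing the data.

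Of 28 interferon response genes tested in aged against young intact cord, 2 were higher and none was lower (11 higher when adjusted over the list alone), with a median log2 fold change of 0.43 (camera, adjusted p = 1.09e-12, but adjusted p = 0.149 with an estimated correlation). The 2 higher genes became 0, 0 and 0 without young intact replicates 1, 2 and 3, 1, 0 and 0 without aged intact replicates 1, 2 and 3, 1 and 1 without young injured replicates 1 and 3, and 6 and 1 without aged injured replicates 1 and 3. With all arrays they were Irf8, a transcription factor of microglia and macrophages, whose call (adjusted p = 0.0145) ended without young intact replicates 1, 2 and 3 and aged intact replicates 2 and 3 (adjusted p of 0.0504 to 0.0712), and with 16 added to each signal, with signals under 50 set to 50 and with the mean of its probes (adjusted p of 0.0588 to 1.00), and Ifit2, an interferon-induced gene, whose call (adjusted p = 0.0386) ended with any 1 array left out other than aged injured replicates 1 and 2 (adjusted p of 0.0554 to 0.177), and with the arrays scaled to the same 75th percentile, without the cutoff on signal and with 16 added to each signal (adjusted p of 0.0539 to 0.0694). Of 19 inflammatory cytokine and chemokine genes, 3 were higher and none was lower (7 higher when adjusted over the list alone; 5 without aged injured replicate 1), with a median of 0.30, and 0.12 without young intact replicate 3 (camera, adjusted p = 4.02e-06, but adjusted p = 0.145 with an estimated correlation). Ccl3 had a signal of 1.97 ± 0.702 in young and 20.0 ± 1.30 in aged mice (SD, n = 3 each), Ccl5 1.43 ± 1.02 in young and 15.3 ± 7.56 in aged mice (SD, n = 3 each) and Cxcl10 9.67 ± 1.88 in young and 31.5 ± 1.97 in aged mice (SD, n = 3 each), all under 50, so no fold is given. The calls of Ccl3 (adjusted p = 1.19e-04) and Cxcl10 (adjusted p = 0.00146) ended with signals under 50 set to 50, and that of Ccl5 (adjusted p = 0.0145) ended without young intact replicates 1 and 2 and aged intact replicates 2 and 3 (adjusted p of 0.0504 to 0.0652), and with 16 added to each signal and with signals under 50 set to 50 (adjusted p of 0.280 to 1.00).

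Injury raised reactive astrocyte and wound response genes and lowered genes of lipid synthesis and mitochondria at both ages. Of 26 reactive astrocyte genes, 26 rose in young and 24 in aged mice, and of 26 wound response genes 23 rose in young and 23 in aged mice, among them Cd44, a receptor of hyaluronan in both lists, from 223 to 1103 in young and from 220.5 to 1274 in aged mice. Of 22 genes of cholesterol and lipid synthesis, 20 fell in young and 22 in aged mice, and of 24 genes of the mitochondrial respiratory chain, 23 fell in young and 23 in aged mice, among them Cyc1, cytochrome c1, with log2 fold changes of -0.81 and -0.81. All of these counts were the same when adjusted over each list alone. Camera called the 4 lists at both ages (adjusted p of 3.18e-13 to 7.98e-08 in young and 9.50e-10 to 1.14e-06 in aged mice), but with an estimated correlation the adjusted p values were 0.134 to 0.261 and 0.241 to 0.332. Between aged and young injured cord, 2 of 22 lipid synthesis genes, Acaca and Scd1, were lower (2 when adjusted over the list alone; 1, 0 and 0 without young injured replicates 1, 2 and 3, and 10 without aged injured replicate 2), with a median of -0.32, and -0.13 without aged injured replicate 1 (camera, adjusted p = 1.36e-04, but adjusted p = 0.775 with an estimated correlation). The list had a median of -0.31 between the ages in intact cord already (camera, adjusted p = 1.50e-10, but adjusted p = 0.313 with an estimated correlation), with 0 genes called by limma and 11 with an unadjusted p under 0.05, and its interaction of age and injury was not called (median 0.05; camera, adjusted p = 0.711). The call of Acaca (adjusted p = 0.0174) ended without young injured replicates 2 and 3 (adjusted p of 0.0511 to 0.0521), and that of Scd1 (adjusted p = 0.0213) ended without young injured replicates 1, 2 and 3 (adjusted p of 0.0562 to 0.0677). Of 13 Schwann cell genes, 3 were lower in aged injured cord (4 when adjusted over the list alone; 1 and 1 without young injured replicates 1 and 2, and 7 without aged injured replicate 2), namely Mal, Ncmap and Drp2, with a median of -0.37, and -0.18 without aged injured replicate 1 (camera, adjusted p = 0.00545, but adjusted p = 0.775 with an estimated correlation). The call of Ncmap (adjusted p = 0.0165) ended with signals under 50 set to 50 (adjusted p = 0.194), and that of Drp2 (adjusted p = 0.0382) ended with any 1 array left out other than young intact replicate 3 and aged injured replicate 2 (adjusted p of 0.0543 to 0.107), and without the cutoff on signal (adjusted p = 0.0618). Of 23 fibroblast and meningeal genes, 5 were lower in aged injured cord (7 when adjusted over the list alone, and 2 and 3 without young injured replicates 1 and 3; camera, adjusted p = 0.00184, but adjusted p = 0.775 with an estimated correlation, 0.0629 without young injured replicate 1 and 0.111 without aged injured replicate 2), and the median was -0.24, and -0.40 without young injured replicate 2. With only the injured arrays in the fit none of Acaca, Scd1, Mal, Ncmap and Drp2 was called.

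Of the 57 genes higher in aged intact cord, 54 were raised by injury in young and 52 in aged mice, where independent lists would share 19.3 and 20.3. The 28 genes lower in aged intact cord did not follow this. Injury lowered 5 of them in young and 3 in aged mice, where independent lists would share 9.54 and 11.2, and it raised 17 and 24. Across genes the age difference in intact cord correlated with the injury response at r = 0.328 in young and 0.150 in aged mice, and the shared intact arrays alone gave 0.500 and -0.500 in 200 simulations with no effect. The covariance was 0.0917 and 0.0497, against 0.0209 and -0.0210 in those simulations. For the injury response of young mice, part of the excess of shared higher genes may come from the shared intact arrays. For that of aged mice, the shared intact arrays push against an overlap, of higher as of lower genes. The 85 genes called in intact cord also depend on single arrays. They numbered 37, 42 and 33 without young intact replicates 1, 2 and 3. Without aged intact replicates 1, 2 and 3 they numbered 38, 36 and 42, and 217 without aged injured replicate 1. Of the 85 genes called in intact cord, 19 were also called between the ages after SCI, 18 of them with the same sign.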
